# FGF1^ΔHBS^ prevents diabetic cardiomyopathy by maintaining mitochondrial homeostasis and reducing oxidative stress via AMPK/Nur77 suppression

**DOI:** 10.1038/s41392-021-00542-2

**Published:** 2021-03-24

**Authors:** Dezhong Wang, Yuan Yin, Shuyi Wang, Tianyang Zhao, Fanghua Gong, Yushuo Zhao, Beibei Wang, Yuli Huang, Zizhao Cheng, Guanghui Zhu, Zengshou Wang, Yang Wang, Jun Ren, Guang Liang, Xiaokun Li, Zhifeng Huang

**Keywords:** Drug discovery, Endocrine system and metabolic diseases, Cardiology

## Abstract

As a classically known mitogen, fibroblast growth factor 1 (FGF1) has been found to exert other pleiotropic functions such as metabolic regulation and myocardial protection. Here, we show that serum levels of FGF1 were decreased and positively correlated with fraction shortening in diabetic cardiomyopathy (DCM) patients, indicating that FGF1 is a potential therapeutic target for DCM. We found that treatment with a FGF1 variant (FGF1^∆HBS^) with reduced proliferative potency prevented diabetes-induced cardiac injury and remodeling and restored cardiac function. RNA-Seq results obtained from the cardiac tissues of *db/db* mice showed significant increase in the expression levels of anti-oxidative genes and decrease of *Nur77* by FGF1^∆HBS^ treatment. Both in vivo and in vitro studies indicate that FGF1^∆HBS^ exerted these beneficial effects by markedly reducing mitochondrial fragmentation, reactive oxygen species (ROS) generation and cytochrome c leakage and enhancing mitochondrial respiration rate and β-oxidation in a 5’ AMP-activated protein kinase (AMPK)/Nur77-dependent manner, all of which were not observed in the AMPK null mice. The favorable metabolic activity and reduced proliferative properties of FGF1^∆HBS^ testify to its promising potential for use in the treatment of DCM and other metabolic disorders.

## Introduction

Diabetic cardiomyopathy (DCM) is a series of changes in the myocardial structure and function caused by diabetes mellitus (DM) that are not related to coronary atherosclerosis, hypertension, and valvular heart disease.^1,2^ Currently, DCM is the main cause of heart failure and death in DM patients due to no effective therapy. In the setting of diabetes, a metabolic shift in cardiomyocytes occurred due to insulin resistance or lack of insulin, whereby fatty acid uptake and β-oxidation are increased to maintain ATP production. However, with disease progressing, the incoming fatty acids cannot be adequately metabolized through β-oxidation, resulting in intracellular lipid accumulation and lipotoxicity, which induces mitochondrial dysfunction and overproduction of reactive oxygen species (ROS) in cardiomyocytes.^1,3^ Finally, these effects cause cardiomyocyte death, cardiac hypertrophy, inflammation and fibrotic remodeling.^1^ Therefore, maintaining cardiac metabolic homeostasis is a promising therapeutic strategy for DCM.

Fibroblast growth factor 1 (FGF1), the founding member of the FGF family, is well known for its mitogenic activity on cells from a variety of tissue origins, including liver, vasculature, and skin.^4–6^ Recently, FGF1 was identified as an unexpected metabolic hormone playing a pivotal role in the regulation of insulin sensitivity, glycemic control, and nutrient stress.^7–9^ Interestingly, it also displayed therapeutic effects on diabetic nephropathy^10^ and favorable effects on maintaining myocardial integrity and preventing cardiac dysfunction in the setting of diabetes or post-myocardial infarction (MI).^11–13^ Therefore, FGF1 has great potency in the prevention and treatment of DCM. However, long-term use of wild-type FGF1 (FGF1^WT^) may increase tumorigenic risks because of its strong mitogenic activity, which limits the applications of FGF1^WT^ in vivo, especially in cancer-prone diseases including diabetes.^7^ It has been reported that FGF1 is involved in maintaining the metabolic homeostasis of adipose tissue under variations of nutrient availability.^14^ However, the roles of FGF1 or FGF1 variants in cardiac metabolic homeostasis have not been studied.

To address these issues, we have recently generated a novel FGF1 variant that diminished its ability to induce heparan sulfate (HS)-assisted FGF receptor (FGFR) dimerization and activation by replacing three key residues from the HS-binding site of FGF1 with residues that are less optimal for HS-binding (i.e., Lys127Asp, Lys128Gln and Lys133Val; termed FGF1^ΔHBS^), which exhibits full metabolic capacity but much lower proliferative potency compared to FGF1^WT^.^15^ To test the protective role and underlying mechanism of FGF1^ΔHBS^ against DCM, murine models of type 2 diabetes were employed and we found that FGF1^∆HBS^ treatment prevented DCM with inhibition of cardiac hypertrophy, fibrosis, dysfunction, and preserved metabolic homeostasis. The underlying mechanisms involved cardiac 5’ AMP-activated protein kinase (AMPK)-mediated inhibition of Nur77 expression and mitochondrial translocation that prevented diabetes-induced cardiomyocyte mitochondrial fragmentation and oxidative stress.

## Results

### Diminished FGF1 expression in DCM patients and *db/db* mice

Compared to healthy controls, serum FGF1 levels were decreased in T2D and DCM patients. There was a ~40% reduction in serum FGF1 levels in the patients with DCM compared to the patients without DCM (Fig. 1a), and serum FGF1 levels were positively correlated with the fractional shortening (FS) (Fig. 1b) and negatively correlated with the serum brain natriuretic peptide (BNP) (Fig. 1c). Consistent with patient data, serum and cardiac tissue levels of FGF1 in T2D mice (*db/db*) were decreased by ~20% (Fig. 1d) and ~60% (Fig. 1e, f) relative to the control group (*db/m*), respectively.

**Fig. 1:**
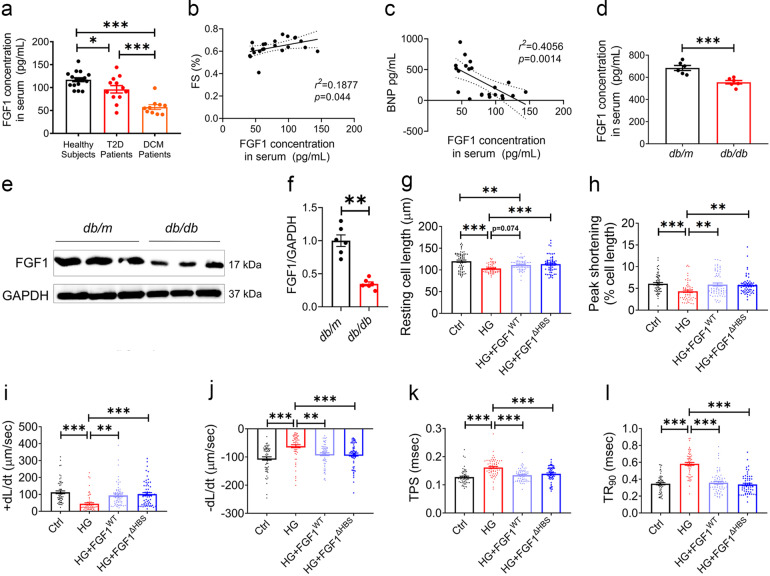
Decreased endogenous FGF1 levels in diabetic individuals and comparably protective function of FGF1^WT^ and FGF1^ΔHBS^ in high-glucose-treated cardiomyocytes. **a** Serum levels of FGF1 in healthy subjects (*n* = 17), T2D patients with (*n* = 10) and without (*n* = 12) DCM. **b** Correlation between serum FGF1 levels and fractional shortening (FS) in T2D patients. **c** Correlation between serum FGF1 and BNP levels in T2D patients. **d** Serum FGF1 levels in *db/m* (Ctrl) and *db/db* (T2D) mice determined by ELISA. *n* = 6. **e** Representative western blot analysis of FGF1 in cardiac tissues from *db/m* and *db/db* mice. GAPDH was a loading control. **f** Densitometric quantification of western blots as shown in **e**. *n* = 6. **g**–**l** Contractile properties of primary cardiomyocytes from adult C57Bl/6J mice were treated with FGF1^WT^ or FGF1^ΔHBS^ (500 ng/mL for 1 h) and exposed to high glucose (HG, 35 mM) for 5 h. *n* = 62–65. **g** Resting cell length. **h** Peak shortening normalized to resting cell length. **i** Maximal velocity of shortening (+d*L*/d*t*). **j** Maximal velocity of re-lengthening (−d*L*/d*t*). **k** Time to peak shortening. **l** Time to 90% re-lengthening. Data were mean ± SEM; *P < 0.05, **P < 0.01, ***P < 0.001

### Non-mitogenic FGF1^ΔHBS^ preserved the protective effect on cardiomyocytes of FGF1^WT^

The protective effects of the FGF1^△HBS^ and FGF1^WT^ were compared in high glucose (HG) challenged primary adult mouse cardiomyocytes. HG reduced resting cell length, peak shortening (PS) and maximal velocity of shortening and re-lengthening (±d*L*/d*t*) accompanied with prolonged time-to-PS (TPS) and time-to-90% re-lengthening (TR_90_) (Fig. 1g–l). FGF1^WT^ and FGF1^ΔHBS^ comparably protected the cardiomyocytes against HG-induced mechanical dysfunction (Fig. 1g–l). Furthermore, HG-induced cardiomyocyte hypertrophy and apoptosis were comparably prevented by FGF1^WT^ and FGF1^ΔHBS^ treatment (Supplemental Fig. S1). These data suggest comparably beneficial roles of FGF1^ΔHBS^ and FGF1^WT^ in HG-treated cardiomyocytes.

### Long-term treatment of FGF1^∆HBS^ prevented DCM in *db/db* mice

We then explored the protective effect of FGF1^∆HBS^ in *db/db* mice by intraperitoneal injection of recombinant human FGF1^∆HBS^ (0.5 mg/kg body weight) on alternate days over 16 weeks. Cardiac systolic and diastolic dysfunctions were observed in the *db/db* mice evidenced by reduced EF%, FS%, and E Wave, as well as increased LVIDd, IVSd and PWd, and these unfavorable changes of the heart were mitigated with FGF1^∆HBS^ treatment (Fig. 2a and Supplemental Table S1). The impaired IRT and Tei index of the *db/db* mice were improved with FGF1^∆HBS^ treatment as well (Supplemental Table S1). Meanwhile, FGF1^∆HBS^ treatment also decreased the levels of serum CK-MB, blood glucose and insulin of the *db/db* mice (Supplemental Table S1 and Supplemental Fig. S2a). Furthermore, the blood glucose levels of *db/db* mice treated with FGF1^△HBS^ remained lower throughout the glucose tolerance test (GTT) (Supplemental Fig. S2b).

**Fig. 2:**
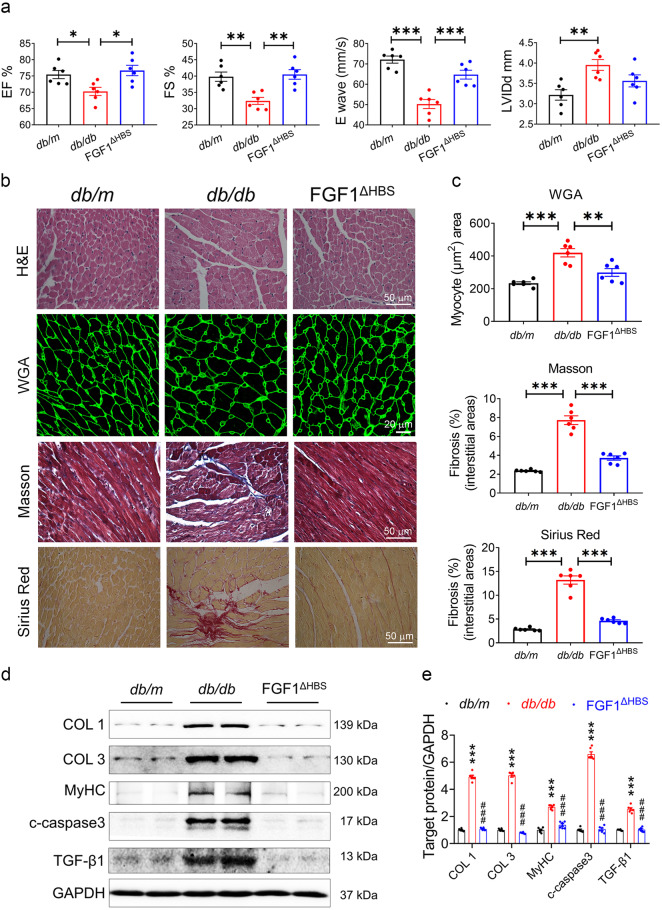
FGF1^ΔHBS^ prevents cardiac dysfunction and remodeling in *db/db* mice. **a**–**e** *db/db* mice were treated with FGF1^ΔHBS^ (0.5 mg/kg body weight) or vehicle every other day for 16 weeks, and littermate *db/m* mice served as controls. **a** Echocardiographic parameters. *n* = 6. **b** Representative images of hematoxylin-eosin (H&E), WGA, Masson’s trichrome, Sirius red staining in cardiac tissues. **c** Quantification of myocyte area and cardiac fibrosis area in WGA, Masson’s trichrome and Sirius Red staining. *n* = 6. **d** Western blot analysis of collagen I (COL 1), collagen III (COL 3), myosin heavy chain (MyHC), cleaved caspase 3 (c-caspase 3) and transforming growth factor β1 (TGF-β1) in cardiac tissues; GAPDH was a loading control. **e** Densitometric quantification of western blots shown in **d**. *n* = 6. Data were mean ± SEM; *P < 0.05, **P < 0.01, ***P < 0.001 in **a**, **c**; ***P < 0.001 vs. *db/m*, ^###^*P* < 0.001 vs. *db/db* in **e**

DCM is characterized by structural and functional derangement of cardiac muscles, including myocardial fibrosis, hypertrophy and contractile dysfunction.^2^ Hence, H&E and wheat germ agglutinin (WGA) staining showed myofiber disarray and cardiomyocyte hypertrophy in *db/db* mice, which were improved with FGF1^ΔHBS^ treatment (Fig. 2b, c). Further Masson trichrome and Sirius red staining showed significant cardiac fibrosis in the *db/db* mice that was prevented with FGF1^ΔHBS^ treatment (Fig. 2b, c and Supplemental Fig. S2c). Western blot analysis showed 2- to 4-fold increases in collagen I (COL 1), collagen III (COL 3) and myosin heavy chain (MyHC) proteins in *db/db* mice, and these were completely reversed with FGF1^ΔHBS^ treatment (Fig. 2d, e). Similarly, FGF1^ΔHBS^ treatment significantly ameliorated the increased transforming growth factor β1 (TGF-β1) and cleaved caspase 3 (c-caspase 3) levels in the *db/db* mice (Fig. 2d, e). These data suggest that FGF1^∆HBS^ mitigates myocardial remodeling, systolic and diastolic dysfunction in diabetic mice.

### FGF1^∆HBS^ reduced oxidative stress in the cardiac tissues of *db/db* mice

To explore the underlying mechanism of FGF1^ΔHBS^ in preventing DCM, RNA sequencing (RNA-Seq) analysis was conducted. 

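RNA was sequenced from the hearts of *db/db* mice, which lack a functional leptin receptor and develop obesity and type 2 diabetes. The mice received FGF1 ΔHBS at 0.5 mg/kg or saline (vehicle) every other day for 16 weeks from 10 weeks of age, with 3 mice in each group. The authors deposited 1 FPKM value per gene and mouse, that is, the fragments on a gene scaled to the length of its transcript and to the mapped fragments of the library. The values were used as deposited, and 4132 genes were analysed here. The table analysed here ends partway through the entry of a gene, after its FPKM values. These are therefore only part of the genes, and a sum over them is not the depth of a library. The paper names Trimmomatic for the raw reads, and its text does not name the aligner, the quantifier or the genome build. The paper describes single-end reads, whereas the labels of the samples describe paired-end libraries. The labels give the tissue as heart, but their account of the library preparation speaks of adipose tissue. Locations of the genes were taken from the GENCODE M21 annotation of GRCm38, which held 4111 of the gene identifiers, each on the same chromosome as in the deposited table. FPKM values do not give the number of reads. The steps between the lowest values, which reflect single fragments, put the depth of vehicle replicate 2 at 1.21 times that of vehicle replicate 1. By the same measure the other libraries lay between 1.00 and 1.10 times that of vehicle replicate 1. The groups were compared with limma on log2(FPKM + 1) over the 2041 genes with a mean of at least 1 FPKM. A fold change on this scale understates the change of genes with low values. Only 2 genes had an adjusted p-value under 0.05 by limma with Benjamini-Hochberg adjustment, and both were lower with FGF1 ΔHBS. A further comparison at an unadjusted p-value under 0.05 gave 349 genes, of which 145 were higher and 204 were lower, whereas with median ratio scaling 184 of 364 were higher. The number of genes past the adjusted threshold moved most when vehicle replicate 3 was left out, which gave 82 genes.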

Compared to the vehicle treatment group, multiple genes associated with anti-oxidative signaling (i.e., glutathione S-transferase α3 (*Gsta3*), superoxide dismutase-2 (*Sod2*) and heme oxygenase 1 (*Ho-1*)) were significantly upregulated by FGF1^ΔHBS^ treatment (Fig. 3a). 

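*Hmox1*, which encodes HO-1, is listed under the identifier ENSMUSG00000005413 and lies on chromosome 8 of GRCm38 from 75093621 to 75100589. Its level was 7.07 ± 1.21 FPKM (SD, n = 3 mice) in the vehicle group and 4.73 ± 0.62 FPKM (SD, n = 3) in the FGF1 ΔHBS group. The log2 fold change was -0.49 with a standard error of 0.13, and the adjusted p-value was 0.137 by limma with Benjamini-Hochberg adjustment. Every FGF1 ΔHBS-treated mouse had a lower value than every vehicle-treated mouse (two-sided exact permutation test, p = 0.1, the smallest that 3 mice against 3 allow). With each mouse left out in turn, the log2 fold change of *Hmox1* stayed between -0.58 and -0.37. *Hpgd*, a gene labelled in the heat map of Fig. 3a, is listed as ENSMUSG00000031613 and lies on the same chromosome from 56294585 to 56321043. It encodes a prostaglandin dehydrogenase, and its level was 2.59 ± 1.30 FPKM (SD, n = 3) with vehicle and 5.45 ± 3.18 FPKM (SD, n = 3) with FGF1 ΔHBS. Its log2 fold change of 0.82 had a standard error of 0.39 and an adjusted p-value of 0.343 by limma. Without FGF1 ΔHBS replicate 3, which had 9.12 FPKM, the log2 fold change was 0.44, and without vehicle replicate 3, which had 1.11 FPKM, it was 0.48. FGF1 ΔHBS replicate 3 also held the highest values of several genes enriched in kidney. Neither *Hmox1* nor *Hpgd* passed an adjusted p-value of 0.05 over all genes tested. Adjusted over the list alone, which held these genes and *Nfe2l2*, 2 genes passed, and both of them were lower with FGF1 ΔHBS. Without FGF1 ΔHBS replicate 3, 0 passed adjusted over the list alone, with 2 at an unadjusted p-value under 0.05. Without vehicle replicate 2 all 3 passed, *Hpgd* being higher. The count over the list alone was 1 with median ratio scaling and without vehicle replicate 3 or FGF1 ΔHBS replicate 2. It was 3 when the genes were rescaled to the same total per library. With the replicate number as a block it was 0, but these numbers do not pair the mice. *Gsta3*, *Sod2* and the other genes read from Fig. 3a were not analysed here. From the genes in Fig. 3a, the paper states that FGF1 ΔHBS upregulated genes of anti-oxidative signaling. Its caption describes them as upregulated in this same RNA-Seq, so a higher *Hpgd* here is not independent support.

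**Figure D1:**
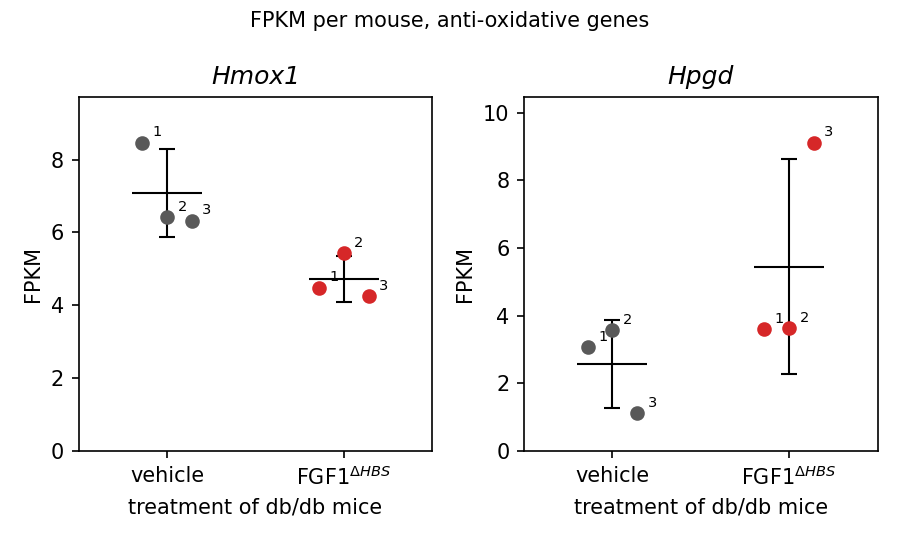
FPKM of *Hmox1* and *Hpgd* in the heart of each *db/db* mouse, by treatment. Each point is a mouse, numbered by replicate, and the horizontal line and error bar give the mean ± SD of 3 mice; FGF1 ΔHBS replicate 3 had 9.12 FPKM of *Hpgd*, above the other 2 mice of its group.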

The differential induction of gene expression observed via RNA-Seq was verified by real-time PCR analyses (Fig. 3b). Further western blot showed that protein levels of nuclear factor erythroid-2-related factor 2 (Nrf2), SOD2 and HO-1 were suppressed in the cardiac tissues from *db/db* mice, which were significantly restored with FGF1^ΔHBS^ treatment (Fig. 3c). ROS level was examined using DHE and DCFH-DA probes in cardiac tissues. The results showed higher fluorescence intensities of DHE and DCFH-DA in the cardiac tissues of *db/db* mice compared to *db/m* mice, which were reduced by FGF1^ΔHBS^ treatment (Fig. 3d, e). Similarly, increased NADP^+^ content in the cardiac tissues of *db/db* mice was ameliorated with FGF1^ΔHBS^ treatment (Fig. 3f). These data suggest that FGF1^ΔHBS^ treatment prevents cardiac cells from oxidative stress in *db/db* mice.

**Fig. 3:**
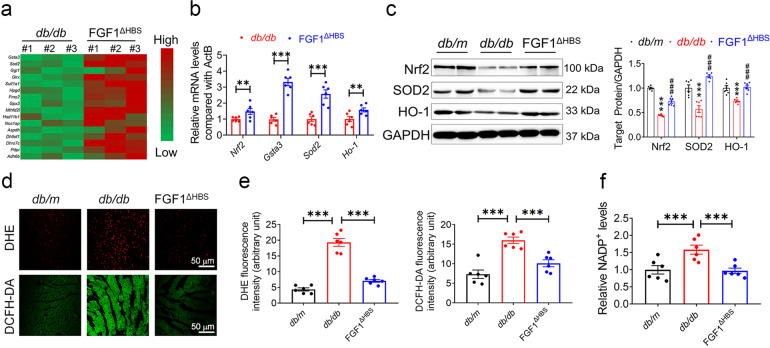
FGF1^ΔHBS^ preserves anti-oxidant capacity in the hearts of *db/db* mice. **a** Hierarchical clustering of FGF1^ΔHBS^-upregulated genes related to anti-oxidative stress based on the RNA sequencing analysis in the hearts from from *db/db* and *db/db* + FGF1^ΔHBS^ mice. *n* = 3. **b** The mRNA levels of Nrf2 and its target genes *Gsta3*, *Sod-2* and *Ho-1* in the cardiac tissues. *n* = 6. **c** Western blot analysis (left panel) and densitometric quantification (right panel) of Nrf2, SOD2 and HO-1 in the cardiac tissues. GAPDH was a loading control. *n* = 6. **d** Representative images of DHE and DCFH-DA staining in the cardiac tissues. **e** Quantification of the corresponding fluorescence intensity in **d**. *n* = 6. **f** Relative concentration of NADP^+^ normalized to the *db/m* group. *n* = 6. Data were mean ± SEM; **P < 0.01 ***P < 0.001 in (**b**, **e**, **f**); ***P < 0.001 vs. *db/m*, ^###^*P* < 0.001 vs *db/db* in **c**

### FGF1^∆HBS^ prevented mitochondrial fission and dysfunction in *db/db* mouse heart

Mitochondria-derived anions are the major intracellular source of ROS in diabetes.^16^ Our data showed increased mitochondrial ROS (mROS) in the cardiac tissues from *db/db* mice, which was reduced by FGF1^ΔHBS^ treatment as manifested by fewer MitoSox-positive cells (Fig. 4a). Several lines of evidence noted accumulation of fragmented mitochondria in hyperglycemic patients and animals, indicating a role for abnormal fission in mitochondrial dysfunction and ROS production.^17,18^ Ultrastructural examination in cardiac tissues revealed massive and irregular accumulation of mitochondria with irregular myofilament array in the hearts of *db/db* mice, and FGF1^ΔHBS^-treated *db/db* mice displayed fewer number and enlarged size of mitochondria with a restored aspect ratio to the level of the control mice (Fig. 4b–d). Remarkably, cardiomyocytes from *db/db* mice contains ~13,000 copies of mtDNA per nuclear genome, whereas there were 7800 copies of mtDNA per nuclear genome in the cardiomyocytes from FGF1^ΔHBS^-treated mice (Fig. 4e). As shown in Fig. 4f, cardiac tissues from FGF1^ΔHBS^-treated *db/db* mice had higher ATP content compared to those of the vehicle-treated mice. In consistent, proteins of respiratory complexes, including complex I, II, and IV were upregulated with FGF1^ΔHBS^ treatment (Fig. 4g).

**Fig. 4:**
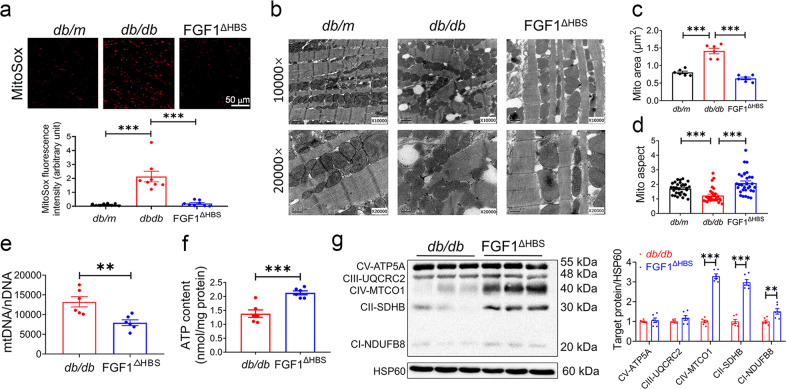
FGF1^ΔHBS^ prevents mitochondrial ROS production and dysfunction in the hearts of *db/db* mice. **a** Representative images (upper panel) and quantification (lower panel) of fluorescence intensity of MitoSox in cardiac tissues from *db/db* and *db/db* + FGF1^ΔHBS^ mice. *n* = 6. **b** Representative transmission electron micrographs of cardiac tissues in each group. **c** Mitochondrial area in cardiac tissues of each group. *n* = 6. **d** Mitochondrial aspect ratio (long/short axis) in the cardiac tissues. *n* = 30–31. **e** mtDNA copy number per nuclear genome in the cardiac tissues. *n* = 6. **f** ATP content in the cardiac tissues. *n* = 6. **g** Western blot analysis (left panel) and densitometric quantification (right panel) of mitochondrial respiratory complex in the cardiac tissues. HSP60 was a loading control. *n* = 6. Data were mean ± SEM; **P < 0.01, ***P < 0.001

The results from RNA-Seq and real-time PCR also confirmed that FGF1^ΔHBS^ treatment ameliorated mitochondrial dysfunction in *db/db* mice (Supplemental Fig. S3). 

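Of the electron transfer and uncoupling genes in Supplemental Fig. S3a, *Etfa*, *Etfdh* and *Ucp3* were analysed here. *Etfa* and *Etfdh* encode parts of the chain that passes electrons from fatty acid oxidation to ubiquinone. *Etfa* (ENSMUSG00000032314, chromosome 9 of GRCm38, 55454508 to 55512243) was at 424 ± 18.3 FPKM (SD, n = 3) in vehicle-treated mice and 483 ± 27.1 FPKM (SD, n = 3) in FGF1 ΔHBS-treated mice. The values of the 2 groups did not overlap, and the log2 fold change was 0.19 (standard error 0.0746, adjusted p = 0.272 by limma). *Etfdh* (ENSMUSG00000027809, chromosome 3, 79603788 to 79629500) was at 292 ± 17.3 FPKM (SD, n = 3) and 314 ± 23 FPKM (SD, n = 3), and these ranges overlapped. Its log2 fold change of 0.10 was within the spread between mice (standard error 0.0825, adjusted p = 0.577 by limma). *Ucp3* (ENSMUSG00000032942, chromosome 7, 100472990 to 100486432) encodes an uncoupling protein of the mitochondrial inner membrane. Its level was lower with FGF1 ΔHBS, at 16.2 ± 4.83 FPKM (SD, n = 3) against 34.1 ± 13.5 FPKM (SD, n = 3) with vehicle. The log2 fold change of *Ucp3* was -1.0 (standard error 0.31, adjusted p = 0.163 by limma), and each treated mouse was below each vehicle-treated mouse (two-sided exact permutation test, p = 0.1). None of the 3 genes passed an adjusted p-value of 0.05 over all genes tested, and at an unadjusted p-value under 0.05 there were 2, *Etfa* higher and *Ucp3* lower. Adjusted over the list alone, 1 gene passed, *Ucp3*. Without vehicle replicate 1, FGF1 ΔHBS replicate 1 or FGF1 ΔHBS replicate 3, 0 passed, with 1 at an unadjusted p-value under 0.05 each time. The count over the list alone was also 0 without a filter, with quantile normalization, with the replicate number as a block and after correction for GC content. It was 2 with robust eBayes and without genes listed at 0. When the genes analysed here were rescaled to the same total per library (TPM), the log2 fold changes of *Etfa* and *Etfdh* were -0.053 and -0.14, both above the median of all genes, which this scaling moved to -0.26. *Ucp3* passed the threshold under this scaling alone, with an adjusted p-value of 2.96e-05 by limma from a fit that did not use the spread of each gene, and over all alternatives its adjusted p-value lay between 2.96e-05 and 0.359. The caption of Supplemental Fig. S3a describes its genes as upregulated in this same RNA-Seq, so a higher *Etfa* here is not independent support. The genes of the electron transport chain and mitochondrial biogenesis named in the paper were not analysed here.

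**Figure D2:**
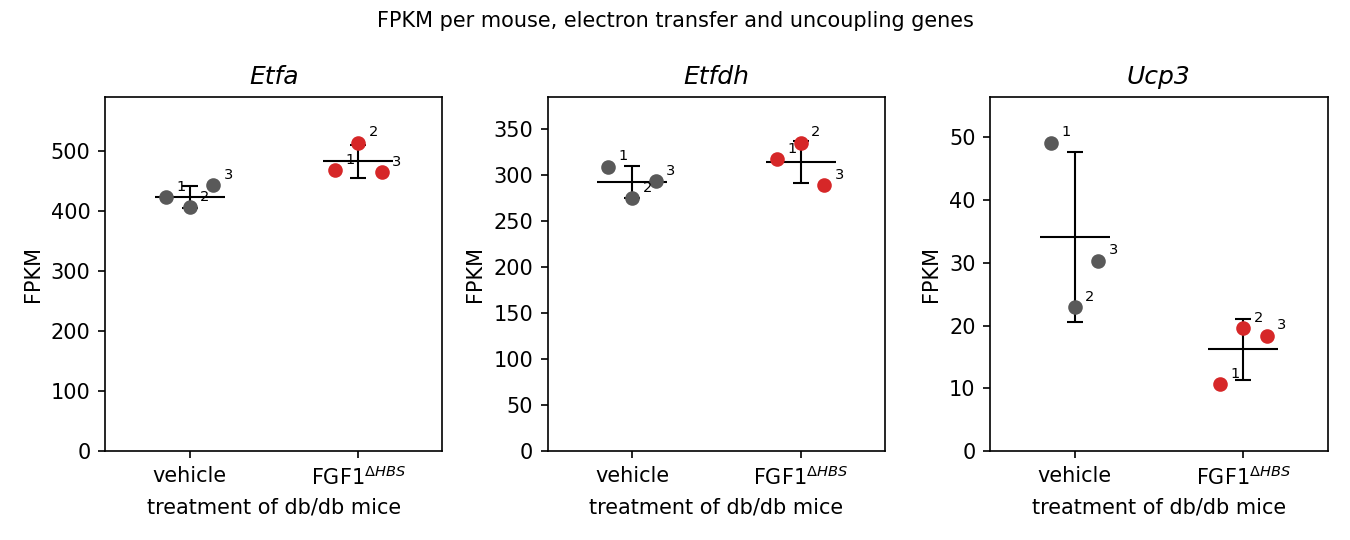
FPKM of *Etfa*, *Etfdh* and *Ucp3* in the heart of each *db/db* mouse, by treatment. Each point is a mouse, numbered by replicate, with the mean ± SD of 3 mice; *Etfa* was at 483 FPKM on average with FGF1 ΔHBS and 424 FPKM with vehicle, and *Ucp3* at 16.2 and 34.1 FPKM.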

First, genes involved in electron transport chain and mitochondria biogenesis were analyzed based on RNA-Seq results (Supplemental Fig. S3a, b). FGF1^ΔHBS^ treatment significantly increased the levels of *Uqcrc1, Cox4i1*, *Nrf1 and Pgc1α* (Supplemental Fig. S3b). In consistence with increased ATP production and gene expression of OXPHOS (oxidative phosphorylation) units, the mRNA levels of electron transfer units and mediators of uncoupling such as *Etfa*, *Etfb*, *Etfdh*, *Ucp2*, *Ucp3* and *Slc25a4* were upregulated by FGF1^ΔHBS^ (Supplemental Fig. S3c, d). Taken together, ultrastructural, immunofluorescent and functional data supported a beneficial role of FGF1^ΔHBS^ in suppressing mitochondrial fission and dysfunction in diabetic hearts.

### AMPK-mediated Nur77 suppression contributed to the protective role of FGF1^∆HBS^ against DCM

The RNA-Seq results showed that mRNA levels of *Nur77* was downregulated by ~20-fold (Fig. 5a), which plays a critical role in causing mitochondrial dysfunction in diabetes.^19–21^ Further real-time PCR and western blot confirmed the downregulation of cardiac Nur77 in *db/db* mice treated with FGF1^ΔHBS^ (Fig. 5b, c). Nur77 activating Drp1 and translocation to mitochondrial membrane are required for mitochondrial fission.^21^ As shown in Fig. 5d, FGF1^ΔHBS^ treatment reduced the levels of Drp1 and Nur77 in both mitochondria and cytoplasm fractions, and subsequently decreased the release of cytochrome C (Cyt C) into the cytoplasm.

**Fig. 5:**
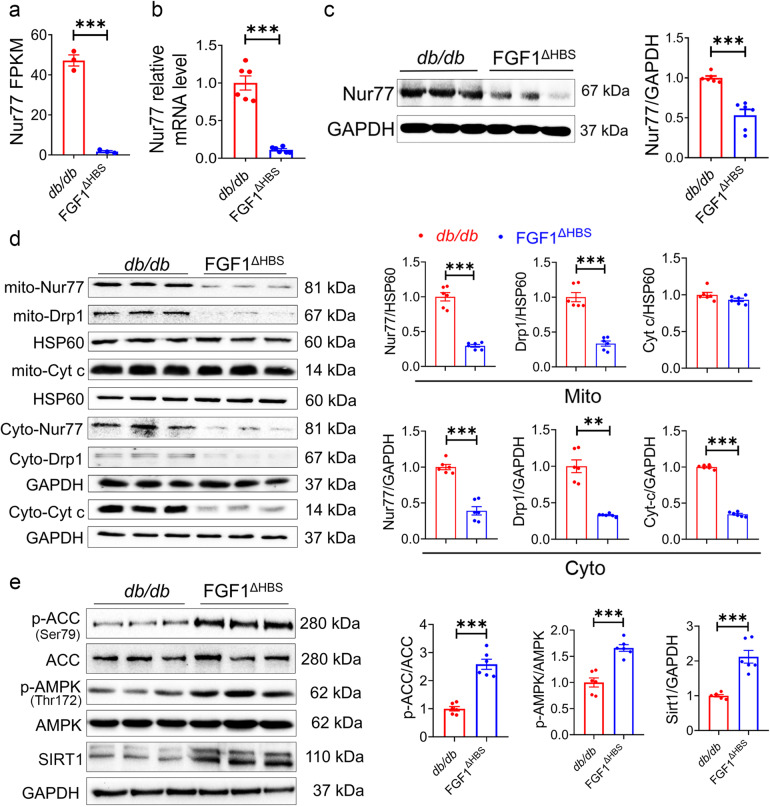
FGF1^ΔHBS^ suppresses Nur77 expression and activates AMPK in the hearts of *db/db* mice. **a** FPKM values of Nur77 gene in the RNA-Seq analysis. *n* = 3. **b** Nur77 mRNA levels confirmed by qPCR. *n* = 6. **c** Western blot analysis (left panel) and densitometric quantification (right panel) of Nur77 in the cardiac tissues. GAPDH was a loading control. *n* = 6. **d** Western blot analysis (left panel) and densitometric quantification (right panel) of Drp1, Nur77 and Cyt C in cardiac tissues of each group. HSP60 and GAPDH were loading controls. *n* = 6. **e** Western blot analysis (left panel) and densitometric quantification (right panel) of p-ACC, ACC, p-AMPK, AMPKα2 and SIRT1 in the cardiac tissues. GAPDH was a loading control. *n* = 6. Data were mean ± SEM; **P < 0.01, ***P < 0.001

It has been reported that AMPK can activate SIRT1, of which overexpression can further downregulate the mRNA level of Nur77 via deacetylation of Creb.^22–24^ Interestingly, our data showed that FGF1^ΔHBS^ treatment significantly increased cardiac ACC and AMPK phosphorylation accompanied with increased expression of SIRT1 (Fig. 5e) accompanied with enhanced fatty acid oxidation in cardiomyocytes (Supplemental Fig. S4). Taken together, AMPK signaling activation and Nur77 downregulation may mediate the role of FGF1^ΔHBS^ in maintaining cardiac mitochondrial homeostasis.

### FGF1^ΔHBS^ preserved mitochondrial function through AMPK-mediated Nur77 suppression

To testify the role of AMPK and Nur77 in FGF1^ΔHBS^-preserved mitochondrial homeostasis and function, mitochondrial morphology was firstly evaluated in primary neonatal rat cardiomyocytes in the presence or absence of AMPK inhibitor or Nur77 agonist. Heathy mitochondria exhibited tubular structure while mitochondria under stress showed fragmentation and round shape (Supplemental Fig. S5a). Our data revealed that HG led to remarkable mitochondria fragmentations (average length: 2.83 μm) compared to osmotic controls (average length: 7.97 μm) in primary neonatal rat cardiomyocytes (Supplemental Fig. S5a). FGF1^ΔHBS^ treatment completely abrogated HG-induced mitochondrial fragmentation, and this protective effect of FGF1^ΔHBS^ was blocked with either AMPK antagonist (Dors) or Nur77 agonist (CsnB) (Supplemental Fig. S5a). The mitochondrial dynamics was in line with the changes in intracellular ROS and mROS levels (Supplemental Fig. S5b, c). Cardiolipin (CL) is pivotal for oxidative phosphorylation whereas its oxidation by ROS is associated with membrane potential disruption and mitochondrial dysfunction.^25,26^ We found that the protective role of FGF1^ΔHBS^ on oxidative damage of CL was suppressed by AMPK inhibition or Nur77 activation (Supplemental Fig. S5d), which was in line with the alteration of mitochondrial electrochemical gradient (Δψ_m_) (Supplemental Fig. S5e, f).

Subsequently, functional assays using primary cardiomyocytes showed that both basal and maximal respiration rates as well as ATP generation were reduced with HG treatment, which were restored with FGF1^ΔHBS^ treatment (Supplemental Fig. S5g–j). AMPK antagonist or Nur77 agonist blocked these beneficial effects of FGF1^ΔHBS^ (Supplemental Fig. S5g–j). As shown in Supplemental Fig. S5k, HG treatment decreased the phosphorylation of AMPK and expression of SIRT1, Nrf2 and SOD2 but enhanced expression of Nur77 and Drp1, which were restored to normal levels with FGF1^ΔHBS^ treatment. Notably, AMPK antagonist abolished the effect of FGF1^ΔHBS^ on restoring Nur77 expression (Supplemental Fig. S5k). Furthermore, activation of Nur77 using CsnB significantly dampened the beneficial effects of FGF1^ΔHBS^ on AMPK phosphorylation and mitochondrial function in primary cardiomyocytes (Supplemental Fig. S5k).

To mimic hyperglycemic and hyperlipidemia conditions in vivo, primary neonatal rat cardiomyocytes were treated with palmitate in combination with high glucose (PA and HG). As shown in Fig. 6a–c, AMPKα2 knockdown abolished the inhibitory effects of FGF1^∆HBS^ on PA + HG-induced mitochondrial fission, mROS and intracellular ROS production. In addition, PA and HG also led to other abnormities including decreased mitochondrial respiratory function and increased Nur77 and Drp1 expression, and the protective effects of FGF1^ΔHBS^ were abolished by AMPKα2 knockdown (Fig. 6d–k). Taken together, these results suggest that FGF1^ΔHBS^ preserved mitochondrial function through AMPK-mediated Nur77 suppression in HG with/without PA-treated cardiomyocytes.

**Fig. 6:**
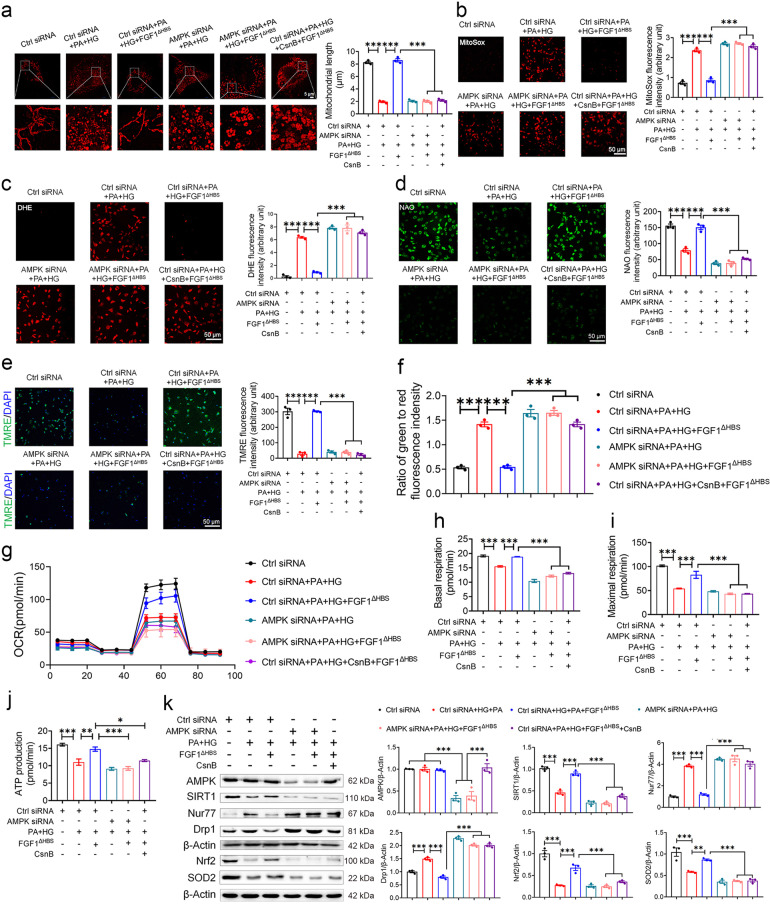
FGF1^∆HBS^ attenuates mitochondrial dysfunction in primary cardiomyocytes via AMPK-Nur77 pathway. **a**–**k** Primary cardiomyocytes were transfected with control or AMPK siRNA and starved for 12 h, and then cardiomyocytes were treated with palmitate (500 μM) and high glucose (35 mM) with or without CsnB (10 μg/mL) in FBS free medium for 1 h, followed by incubation with FGF1^∆HBS^ (500 ng/mL) for additional 48 h. Mannitol + control siRNA group was an osmotic control. **a** Representative images of MitoTracker staining (left panel) and mitochondrial length (right panel) of primary cardiomyocytes. **b**–**d** Representative images of MitoSox (**b**), DHE (**c**), and 10-N-nonyl acridine orange (NAO) (**d**) staining and corresponding quantitative analysis of fluorescence intensity. **e** Representative images of TMRE staining (left panel) and quantitative analysis (right panel) of fluorescence intensity. **f** Mitochondrial membrane potential was evaluated by the ratio of JC-10 fluorescence intensities at 529 nm (green) and 590 nm (red). **g**–**j** Mitochondrial respiratory function was assessed by OCR assay. **k** Western blot analysis (left panel) and densitometric quantification (right panel) of AMPKα2, SIRT1, Nur77, Drp1, Nrf2 and SOD2 in the cardiomyocytes. *n* = 3 independent experiments for each group. Data were mean ± SEM; *P < 0.05, **P < 0.01, ***P < 0.001

### AMPK mediated the protective effect of FGF1^ΔHBS^ against DCM in vivo

To further confirm whether AMPK activation mediated the protective effects of FGF1^ΔHBS^ against DCM, wild type (WT) and AMPKα2 (the main cardiac catalytic isoform^27,28^) knockout mice (AMPKα2^−/−^) (Supplemental Fig. S6a) were subjected to the DCM model established by HFD feeding plus STZ injection. The random blood glucose level of FGF1^∆HBS^ treated group was ~30% lower than the vehicle-treated group, and lower blood glucose levels were observed in FGF1^∆HBS^ treated group throughout the GTT test. However, the glucose-lowering and insulin-sensitizing effects of FGF1^∆HBS^ were absent in AMPK KO mice (Supplemental Fig. S6b, c). As expected, systolic and diastolic dysfunctions, myofilament disarray, and collagen deposition were comparably observed in WT- and AMPKα2^−/−^-T2D mice (Fig. 7a–c, Supplemental Fig. S6d, and Supplemental Table S2). FGF1^ΔHBS^ treatment improved these cardiac structural alterations, fibrosis and cardiac dysfunction in the WT-T2D mice but not in the AMPKα2^−/−^-T2D mice (Fig. 7a–c).

**Fig. 7:**
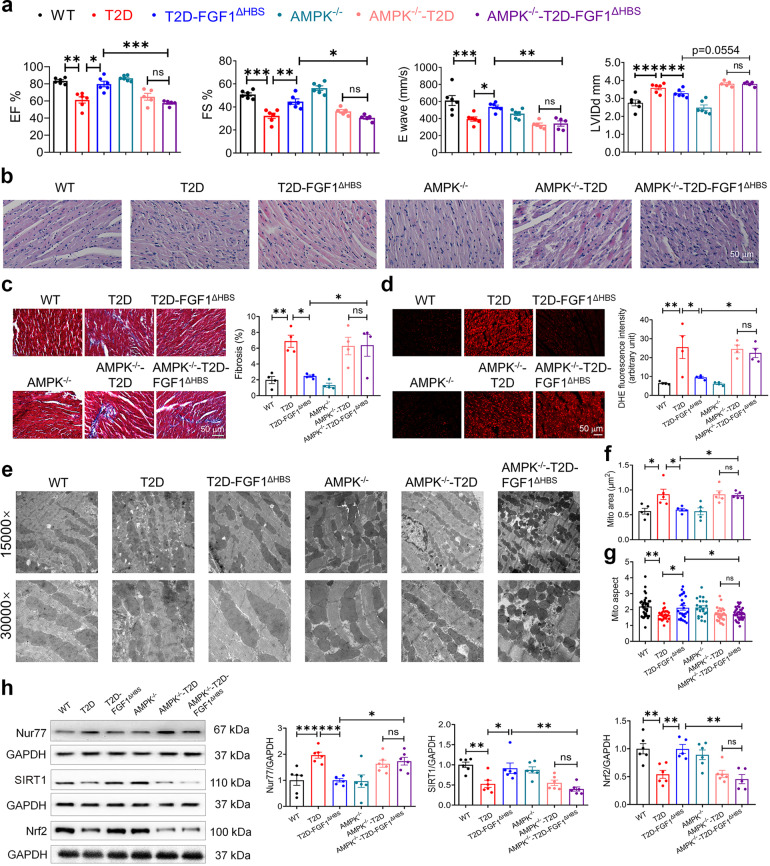
AMPK mediates the protective effect of FGF1^ΔHBS^ against DCM in vivo. **a**–**h** At the age of 8 weeks, male wild type (WT) or AMPKα2 knockout mice were fed with a high-fat diet for 8 weeks and intraperitoneal injected with STZ, and then treated with FGF1^∆HBS^ (0.5 mg/kg body weight) or saline every other day for 8 weeks. **a** Echocardiographic assessment for each group. *n* = 5–6. **b** H&E staining of the cardiac tissues. **c** Masson’s trichrome staining (left panel) and quantitative analysis (right panel) of cardiac fibrosis area. *n* = 4. **d** Representative images (left panel) and quantification (right panel) of fluorescence intensity of DHE in cardiac tissues. *n* = 4. **e** Representative transmission electron micrographs of the cardiac tissues. **f** Mitochondrial area of the cardiac tissues. *n* = 5. **g** Mitochondrial aspect ratio (long/short axis) of the cardiac tissues. *n* = 21–37. **h** Western blot analysis (left panel) and densitometric quantification (right panel) of Nur77, SIRT1 and Nrf2 in the cardiac tissues. *n* = 5–6. Data were mean ± SEM; *P < 0.05, **P < 0.01, ***P < 0.001; ns, not significant

Similarly, FGF1^ΔHBS^ treatment decreased cardiac ROS level in the WT-T2D mice but not in the AMPKα2^−/−^-T2D mice (Fig. 7d). Further ultrastructural analysis showed that mitochondrial dynamics and morphology in cardiac tissues were improved with FGF1^ΔHBS^ treatment in WT-T2D mice but not in the AMPKα2^−/−^-T2D mice (Fig. 7e–g). Finally, decreased SIRT1 and Nrf2 and increased Nur77 levels were observed in the heart of T2D mice, which were normalized with FGF1^ΔHBS^ treatment in the WT-T2D mice, while these effects of FGF1^ΔHBS^ were abrogated in the AMPKα2^−/−^-T2D mice (Fig. 7h). Taken together, the data indicate that AMPK mediated the protective effects of FGF1^ΔHBS^ on diabetes-induced cardiac dysfunction and mitochondrial injury.

## Discussion

Ample evidence has demonstrated a beneficial role of FGF1 in metabolic diseases, including obesity, type 2 DM, and associated complications.^8,9,29,30^ In this study, we revealed that serum FGF1 was decreased in both T2D patients and mouse models, and FGF1 levels were positively correlated with FS% and negatively correlated with serum BNP in DCM patients. These findings suggested the potential positive correlation between FGF1 levels and cardiac function. However, the potential mitogenic activity of native FGF1 limits in vivo application.^7^ Thus, we engineered an FGF1 variant that lacked the mitogenic property and retained the metabolic effects. The results showed that FGF1^ΔHBS^ treatment significantly prevented cardiac remodeling and restored systolic and diastolic functions in T2D mice (Fig. 2). Our in vitro data revealed that FGF1^ΔHBS^ rescued HG or HG + PA-induced morphological and functional abnormalities in cardiomyocytes (Figs. 1 and 6; and Supplementary Fig. S5), indicating FGF1^ΔHBS^ directly imposes favorable effects on myocardium independent of its glucose-lowering or insulin-sensitizing effects. Further mechanism studies revealed that AMPK-mediated Nur77 suppression and subsequent mitochondrial function improvement played a key role in the therapeutic effects of FGF1^ΔHBS^ on DCM (Figs. 6 and 7).

Mitochondrial dysfunction, oxidative stress and abnormal mitochondrial ultrastructure have been observed in the hearts of both diabetic patients and diabetic animal models, and cause disease progress.^31^ Physiologically mitochondrial fragmentation will increase ATP generation to meet the energetic demand of the heart.^32^ However, excessive mitochondrial fission accentuates Δ*Ψ*m decline, leading to cytochrome c leakage and mitochondrial dysfunction,^33^ which is believed to be the primary source of ROS production and the culprit of DCM.^34,35^ Our data confirmed the abnormally mitochondrial morphology changes with excessive fragmentation, increased ROS generation, suppressed ATP generation and respiratory rates in the in vivo and in vitro models. Importantly, FGF1^ΔHBS^ treatment greatly diminished these abnormalities, which may leverage the rescued expression of Nrf2 and its downstream targets in the hearts since Nrf2 is an important transcription factor in detoxification signaling of oxidative stress in DCM.^36^

Further RNA-Seq revealed that FGF1^ΔHBS^ treatment significantly decreased Nur77 mRNA (Fig. 5a). Although the endogenous ligand for Nur77 receptor has not been identified, studies have revealed Nur77 as a malefactor aggravating cardiac damage by promoting mitochondrial fragmentation, altering mitochondrial membrane potential, and inducing apoptosis through cytochrome c release.^21,37,38^ In the current study, increased Nur77 expression along with impaired mitochondrial oxidative respiration were observed in the cardiac tissues of diabetic mice. Interestingly, FGF1^ΔHBS^ treatment significantly reduced Nur77 and Drp1 expression in vivo and in vitro, which were blunted with AMPK inhibition, indicating an AMPK-mediated Nur77 suppression after FGF1^ΔHBS^ treatment. Furthermore, Nur77 agonist and AMPK siRNA or knockout abolished the beneficial effects of FGF1^ΔHBS^ on HG with/without PA-induced cardiomyocyte dysfunction (Fig. 6) or DCM in vivo (Fig. 7), which indicates an AMPK activation/Nur77 suppression/mitochondrial homeostasis pathway under FGF1^ΔHBS^ treatment.

However, it has been reported that direct pharmacological activation of AMPK in neoplastic cells promotes mitochondrial fission via increasing phosphorylation of MFF, a membrane receptor for Drp1.^39^ This discrepancy may be because of the diverse of metabolic reprogramming between cancer and diabetes and distinct mechanisms for AMPK activation by FGF1^ΔHBS^ and chemicals. Studies by Hall and colleagues have suggested that the AMPK agonist AICAR suppresses IFNγ/TNFα-induced muscle wasting, an effect absent for metformin.^40^ In addition, metformin activates AMPK through inhibition of complex I of the electron transport chain,^41^ the expression of complex I, however, was increased with FGF1^ΔHBS^ treatment. Of note, more studies are necessary to explore the underlying mechanisms of AMPK activation by FGF1^ΔHBS^.

Although hyperglycemia and insulin resistance exacerbate DCM progress, the relevance between blood glucose control and the alleviation of cardiovascular disease is limited.^42^ Previous studies have concluded that hypoglycemic effect alone is not able to retard the onset and progress of diabetic cardiac complications.^43^ The association between insulin-treated DM and worse outcomes of heart failure has been observed.^44^ In addition, anti-glycemic agents such as GLP-1R agonist and DPP-4 inhibitors did not show beneficial effect on reducing the risk of heart failure in clinical trials.^45^ In addition to the anti- hyperglycemia effects, our in vitro data demonstrated directly protective effects of FGF1^ΔHBS^ on cardiomyocyte hypertrophy, apoptosis, mitochondrial homeostasis and oxidative stress. The preservation of mitochondrial dynamics and function could directly improve cardiac function in vivo.^34,46,47^ Therefore, the protective effects of FGF1^ΔHBS^ on DCM are likely mediated by its direct action on mitochondrial homeostasis.

In summary, cardiac injury in diabetic individuals was associated with mitochondrial dysfunction and ROS accumulation caused by upregulated Nur77 and mitochondrial translocation of Drp1 and subsequently excessively mitochondrial fragmentation. Activation of AMPK by the non-mitogenic FGF1^ΔHBS^ greatly reduced Nur77 level, restored mitochondrial function, which protect against myocardial remodeling and dysfunction in diabetes. Given the favorable metabolic activity and reduced proliferative potential, our data offer promise that FGF1^ΔHBS^ may yield a clinically useful agent for the treatment of DCM.

## Materials and methods

### Protein expression and purification

Expression and purification of FGF1^∆HBS^ were performed as previously described.^15^ Briefly, three amino acids of heparin binding sites of FGF1 were mutated as Lys127Asp, Lys128Gln and Lys133Val. Expression of FGF1^∆HBS^ was in competent BL21 (DE3) *Escherichia coli* cells. Following incubation with isopropyl-L-thio-B-D-galactopyranoside (IPTG, 1.0 mM), cells were collected, homogenized, and purified using cation exchange column and size exclusion chromatography. The purity of recombinant FGF1^∆HBS^ protein was estimated to be >98%.

### Human subjects

Human subjects were screened with electrocardiogram and cardiac enzymes analysis. T2D and DCM patients were excluded if they had coronary artery disease, hypertrophic cardiomyopathy, restrictive cardiomyopathy, dilated cardiomyopathy, arrhythmogenic right ventricular dysplasia and other micro- or macrovascular complications of diabetes. In addition, subjects had other comorbidities such as renal failure, severe psychiatric disorders and malignancy were excluded as well. Finally, 17 healthy subjects, 12 T2D patients and 10 T2D patients with DCM were enrolled in the study. Blood samples were obtained from each subject and prepared for FGF1 concentration measurement. The study was conducted in accordance with the principles of the Declaration of Helsinki and approved by the Research Ethics Committee of Wenzhou Medical University. Informed consents were obtained from all recruited subjects. The clinical information was provided in Supplemental Table S3.

### Animals

Eight-week-old male *db/db* (C57BLKS/J-*lepr*^*db*^*/lepr*^*db*^) mice, the non-diabetic *db/m* littermates, and male C57BL/6J mice were purchased from the Model Animal Research Center of Nanjing University (Nanjing, China). Animals were acclimatized for 2 weeks prior to experimentation. The *db/db* mice were employed as a T2D model and were intraperitoneally (IP) injected with FGF1^∆HBS^ (0.5 mg/kg body weight) every other day for 16 weeks from 10 weeks of age. The *db/m* and *db/db* control groups received 0.9% saline accordingly.

AMPKα2 knockout mice were obtained from Dr. Louise D. McCullough at University of Texas Health Science Center at Houston (UTHealth) (Houston, TX) that were originally generated and characterized by Dr. Benoit Viollet at Université Paris Descartes, CNRS (UMR 8104), Paris, France.^48^ C57BL/6J mice and AMPKα2 knockout mice at 8-week-old were fed a high-fat diet (60 % fat; Research Diets, Inc, New Brunswick, NJ) for 8 weeks followed with intraperitoneal injection of streptozotocin (STZ, 35 mg/kg body weight) for 3 consecutive days. And then mice were treated with FGF1^∆HBS^ (IP, 0.5 mg/kg/every other day) or saline for another 8 weeks.

Blood glucose levels were measured using the Precision G Blood Glucose Testing System (Abbott Laboratories, Abbott Park, IL). Plasma insulin levels were determined using a commercial kit (cat #EZRMI-13K, Millipore) according to the manufacture’s instruction. Following the final dose, IPGTT were conducted after fasting overnight (12 h), mice were challenged with a glucose solution (2 g/kg body weight, IP), and their blood were collected at 0, 15, 30, 60, and 120 min post-injection, and the blood glucose levels were determined as above. Area under the curve (AUC) for IPGTT was calculated by applying the trapezoid rule for the glucose tolerance curve using GraphPad Prism.

At the end of the treatment period, mice were evaluated for cardiac function. Mice were then sacrificed, and heart tissues were harvested for further study. All experiments were approved by Wenzhou Medical University Institutional Animal Care and Use Committee.

### Mitochondria isolation

The mitochondrial fraction was prepared using a commercial kit (cat# SM0020, Solarbio, China) in accordance with the manufacturer’s protocol.

### Endogenous FGF1 assay

#### Human sera

Blood samples were left at room temperature for 30 min for clotting prior to centrifugation at 1000 × *g* for 20 min, and serum samples were collected. A human FGF1 ELISA kit (cat# E0032h, EIAab, China) was used to determine the serum FGF1 content in accordance with the manufacturer’s protocol.

#### Mouse sera

Blood samples were left at room temperature for 30 min for clotting prior to centrifugation at 3000 × *g* for 10 min, and serum samples were collected. A mouse FGF1 ELISA kit (cat# P0032Rb-m, EIAab, China) was used to determine the serum FGF1 content in accordance with the manufacturer’s protocol.

### Echocardiography

Systolic and diastolic function were determined using non-invasive transthoracic echocardiography in anesthetized mice one day prior to sacrifice (VEVO3100, Fujifilm Visualsonics).^49^ Left ventricular (LV) dimensions, end-diastolic LV posterior wall thickness (LVPW: d), LV fractional shortening (FS), E waves and LV ejection fraction (EF) were measured. Tei index was calculated based on Doppler recordings of isovolumetric relaxation time (IRT), isovolumetric contraction time (ICT) and ejection time (ET) as follows: TEI = (IRT + ICT)/ET.

### Gene expression analysis

Differential gene expression was evaluated by RNA sequencing (transcriptome sequencing; RNA-Seq). Heart tissues from *db/db* and *db/db* + FGF1^∆HBS^ groups (3 mice per condition) were snap frozen in liquid nitrogen for further analyses. The mRNA was isolated and enriched by magnetic beads with oligo (dT). Sequencing libraries were constructed and sequenced on an Illumina HiSeq 2000 (50 nt single end). Insert sizes in complementary DNA (cDNA) libraries were analyzed using an Agilent 2100 Bioanalyzer. Trimmomatic was chosen to further analyze the raw RNA-Seq. Raw sequencing data were submitted to GEO (GSE153444).

For real-time PCR analysis, total RNA was extracted using an EasyPure RNA kit (cat# ER101-01, Transgen, Beijing, China) and was reverse transcribed with a HiScript II 1st Strand cDNA Synthesis kit (cat# R212-01, Vazyme, Nanjing, China). Real-time PCR was performed using a QuantStudio3 system with AceQ Universal SYBR qPCR Master Mix (cat# Q511-02, Vazyme, Nanjing, China). 

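The primers for *Hmox1*, *Etfa*, *Etfdh*, *Nfe2l2* and *Ucp3* were matched without mismatches to the GENCODE M21 transcripts of GRCm38. For *Hmox1*, the forward primer AAGCCGAGAATGCTGAGTTCA lies in exon 2 and the reverse primer GCCGTGTAGATATGGTACAAGGA in exon 3 of a transcript with 5 exons. The product is 100 bp long in the transcript and spans chromosome 8 from 75095912 to 75096884. For *Etfdh*, the primers AAAGGGGCTCCACTTAATACTCC and CATGATTGTTCATCGGAAGACCT each cross an exon junction, and they give a product of 109 bp on chromosome 3 between 79618405 and 79622743. The primers for *Etfa*, GCCTCATTGCTCCGTTTTCAG and GCTACTAAGCAGGACACTTCAC, both lie in exon 2, so the product of 128 bp on chromosome 9 from 55500037 to 55500164 would also form from genomic DNA. The forward primer for *Nfe2l2*, which encodes Nrf2, matched 1 of 2 annotated transcripts, in exon 2 on chromosome 2 from 75679366 to 75679388. Its reverse primer GTTGAAACTGAGCGAAAAAGGC had no exact match in these transcripts. The forward primer for *Ucp3*, TTTGGAGCTGGCTTCTGTG, lies in exon 6 of 7 on chromosome 7 from 100482604 to 100482622.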

Primer sequences were listed in Supplemental Table S4.

### Measurement of ROS, NADP^+^, CK-MB

Frozen tissue sections (5 µm in thickness) or cells were incubated with fresh PBS containing dihydroethidium (DHE) or 2’,7’- Dichlorofluorescin diacetate (DCFH-DA) (Beyotime, Nanjing, China) for detection of ROS. A cohort of cells was directly viewed under a fluorescence microscope (Leica, German). Levels of NADP^+^, an index of free radical production, were determined using a commercial kit (cat #G9081, Promega, US) according to the manufacturer’s instruction. CK isoenzyme-MB (CK-MB) in mouse serum was determined using an automatic biochemical analyzer.

### Cell shortening and re-lengthening

Cell shortening and re-lengthening were assessed using a SoftEdge MyoCam® system (IonOptix Corporation, Milton, MA, USA).^50^ Briefly, hearts from adult C57 BL/6J mice were removed and perfused after ketamine/xylazine (ketamine 80 mg/kg and xylazine 12 mg/kg, i.p.) sedation. After digestion with Liberase Blendzyme 4 (Hoffmann-La Roche Inc., Indianapolis, IN), left ventricles were removed, minced and filtered. And then cardiomyocytes were placed in a chamber mounted on the stage of an inverted microscope (IX-70, Olympus). The following indices were analyzed to assess cell mechanics: peak shortening (PS), maximal velocities of cell shortening and re-lengthening (+d*L*/d*t*, −d*L*/d*t*), time-to-PS (TPS) and time-to-90% re-lengthening (TR_90_).

### Apoptosis analysis

TUNEL staining was used to assess apoptosis level according to the manufacturer instruction (cat# 11684795910, Roche, Mannheim, Germany) and counter stained with DAPI. Images were acquired by a confocal microscope (Leica, DE).

### Neonatal cardiomyocytes culture and treatment

Primary cardiomyocytes were prepared from neonatal Sprague Dawley rat hearts and were cultured as previously described.^51^ Briefly, rats (0.5–2 days) were sacrificed by anesthesia (isoflurane). The hearts were harvested and treated with 0.08% trypsin for dissociation of heart tissue. The cells were plated for 1 h into 100-mm culture dishes in DMEM containing 1 g/L of D-glucose supplemented with 10% FBS, 100 U/mL penicillin and 100 mg/mL streptomycin. Suspended cells were then collected as cardiomyocytes, plated in six-well plates or 35-mm culture dishes, and maintained at 37 °C in a humidified 5% CO_2_ incubator for subsequent studies. Cells were starved for 12 h and randomized into different experimental groups: 35 mM d-glucose (Sigma, St. Louis, MO, USA) with or without 500 μM palmitate (Sigma, St. Louis, MO, USA) as PA + HG or HG group, identical concentrations of mannitol as an osmotic control group containing 5.5 mM d-glucose plus 29.5 mM mannitol in the presence or absence of FGF1^WT^/FGF1^∆HBS^ (500 ng/mL) for additional 48 h. For AMPK inhibitory assays, dorsomorphin 2HCl (Dors, Compound C, cat# S7306, Selleck Chemicals) was added 1 h prior to FGF1^∆HBS^ treatment at 10 μM. To activate Nur77, cytosporone B (CsnB, cat# S6674, Selleck Chemicals) was added 1 h prior to FGF1^∆HBS^ treatment at 10 μg/mL.

### Small-interfering RNA (siRNA) transfection

AMPKα2 siRNA (cat# sc-155985) and negative control siRNA (cat# 12935300, Thermo Fisher) were transfected into primary cardiomyocytes with TransMessenger^®^ transfection reagent (cat# 301525, QIAGEN).

### Western blot analysis

Tissues (30–50 mg) or cells were lysed with a RIPA buffer containing protease and phosphatase inhibitors (Thermo Fisher Scientific, MA). Total protein concentrations were determined with the Bradford protein assay kit (Bio-Rad, Hercules, CA). Protein sample aliquots (70 μg) were subjected to electrophoresis, transferred to nitrocellulose membranes, and blocked in Tris-buffered saline containing 0.05% Tween 20 and 5% non-fat dry milk. Primary antibodies used included: FGF1 (1:600, cat# 109180, Abcam), COL 1 (1:1000, cat# ab64883, Abcam), COL 3 (1:1000, cat# ab7778, Abcam), TGF-β1 (1:1000, cat# ab92486, Abcam), cleaved caspase 3 (1:1000, cat# ab2302, Abcam), MyHC (1:1000, cat# ab11083, Abcam), Nrf2 (1:1000, cat# ab62352, Abcam), SOD2 (1:1000, cat# 24127-1-AP, Proteintech), HO-1 (1:1000, cat# 10701-1-AP, Proteintech), Nur77 (1:1000, cat# ab109180, Abcam), OXPHOS (1:600, ab110413, Abcam), Drp1 (1:1000, cat# ab56788, Abcam), Cyt C (1:1000, cat# 10993-1-AP, Proteintech), HSP60 (1:1000, cat# 15282-1-AP, Proteintech), GAPDH (1:1000, cat# 10494-1-AP, Proteintech), β-Actin (1:1000, cat# 60008-1-Ig, Proteintech), CPT-1α (1:1000, cat# 15184-1-AP, Proteintech), PPARα (1:1000, cat# 15540-1-AP, Proteintech), phospho-ACC (1:1000, cat# ab68191, Abcam), ACC (1:1000, cat# ab45174, Abcam), phospho-AMPK (1:1000, cat# 50081, Cell Signaling Technology), AMPK (1:1000, cat# ab3760, Abcam) and SIRT1 (1:1000, cat# ab110304, Abcam). The immunoreactive bands were detected with secondary antibodies (Santa Cruz Biotechnology, Dallas, TX), and bands visualized using the ECL detection kit (Bio-Rad, Hercules, CA). Densitometric analysis was performed using Image J software version 1.38e (NIH, Bethesda, MD).

### Histology and immunofluorescence analysis

Mouse hearts were fixed in 4% paraformaldehyde solution, embedded in paraffin, and sectioned at 5 µm thickness. After dehydration, sections were stained with hematoxylin and eosin (H&E), Masson trichrome staining (Beyotime Biotech, Nantong, China) and Sirius red staining kits (Beyotime Biotech, Nantong, China) per manufacturer’s instruction. Stained sections were evaluated for histopathological damage under light microscopy (×400 magnification; Nikon, Japan). Percentage of fibrosis was analyzed using an Image J software.

For immunofluorescence staining, heart frozen sections (10 μm) or cell samples were fixed with 4% paraformaldehyde for 15 min. Specimens were subsequently incubated with fluorescent probes, including wheat germ agglutinin (WGA, cat# W6748, Thermo Fisher) to indicate cardiomyocyte membrane, TRITC Phalloidin (cat# 40734ES75, Yeasen, Shanghai, China) to visualize F-actin, MitoTracker (cat# M7512, Thermo Fisher) to visualize mitochondria, and 10-N-nonyl acridine orange (cat# A1372, Thermo Fisher) to visualize cardiolipin at room temperature. After washing, samples were observed under a confocal microscope (Leica, Mannheim, Germany or A1R-SIM-STORM, Nikon, Japan).

For electron microscopy analysis, heart samples were fixed using a triple aldehyde fixative for 1 h after harvested from mice, and post-fixed in 1% osmium tetroxide for 2 h. After rinsing with distilled water, specimens were incubated with 0.25% uranyl acetate overnight, dehydrated and embedded in epoxy resin (Epok). Ultrathin sections (~70 nm) were cut, stained with 2% uranyl acetate and Reynolds lead citrate, and examined under an electron microscope (JEOL, JEM-1230, Japan).

### ATP measurement, mitochondrial membrane potential (ΔΨm), and mROS analyses

A commercial assay kit (cat# ab83355, Abcam) was used to determine ATP content per the manufacturer instruction. Mitochondrial membrane potential was determined with a JC-10 kit (cat# J8050, Solarbio, China) and TMRE (cat# T669, Invitrogen). Mitochondrial ROS were evaluated with MitoSox indicator (cat# 9082, Cell Signaling Technology).

### DNA isolation and mtDNA quantification

Total DNA were isolated using a commercial kit (cat# EE101-11, Transgen, Beijing, China) following the manufacture instruction. The mtDNA and nDNA copy numbers were measured as previously described.^52^

### Oxygen consumption rate (OCR) measurement

Mitochondrial oxygen consumption rate (OCR) was evaluated using a XFe96 extracellular flux analyzer (Agilent Technologies) as previously described.^20^ Primary cardiomyocytes were isolated and seeded at 25,000 cells/well on 96-well XFe96 cell culture microplates and cultured for 48 h.

### Statistical analysis

In vitro experiments were repeated in triplicate (biological repeat) for each individual experiment. All data were expressed as mean ± SEM. For the comparisons of two groups, two-tailed unpaired Student’s *t*-test was performed. One-way ANOVA followed by Turkey post hoc test was used to compare mean values of more than two groups. The differences between two categorical variables were determined by Fisher’s exact test. Two-way ANOVA followed by Turkey post hoc test was used to compare the effects of AMPK knockout or knockdown in response to FGF1^∆HBS^ treatment. All statistical tests were analyzed by GraphPad Prism. *P*-value < 0.05 was considered statistically significant.

## Supplementary information

Supplementary Materials

## Data Availability

The datasets that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: FGF1ΔHBS prevents diabetic cardiomyopathy by maintaining mitochondrial homeostasis and reducing oxidative stress via AMPK/Nur77 suppression
**Source:** Signal Transduct Target Ther. 2021 Mar 24;6:133. doi: 10.1038/s41392-021-00542-2
**Supplement:** Supplementary file 1 — Supplementary Materials

Supplementary Materials for

FGF1^ΔHBS^ prevents diabetic cardiomyopathy by maintaining mitochondrial homeostasis and reducing oxidative stress via AMPK/Nur77 suppression

Dezhong Wang^1,2#^, Yuan Yin^3#^, Shuyi Wang^4#^, Tianyang Zhao^2#^, Fanghua Gong^2^, Yushuo Zhao^2^, Beibei Wang^2^, Yuli Huang^2^, Zizhao Cheng^2^, Guanghui Zhu^3^, Zengshou Wang^3^, Yang Wang^2^, Jun Ren^4^, Guang Liang^2^*, Xiaokun Li^2^*, Zhifeng Huang^2^*

^3^The 2

^#^These authors contributed equally to this work.

**This PDF file includes:**

Figures S1-S6

Tables S1-S4

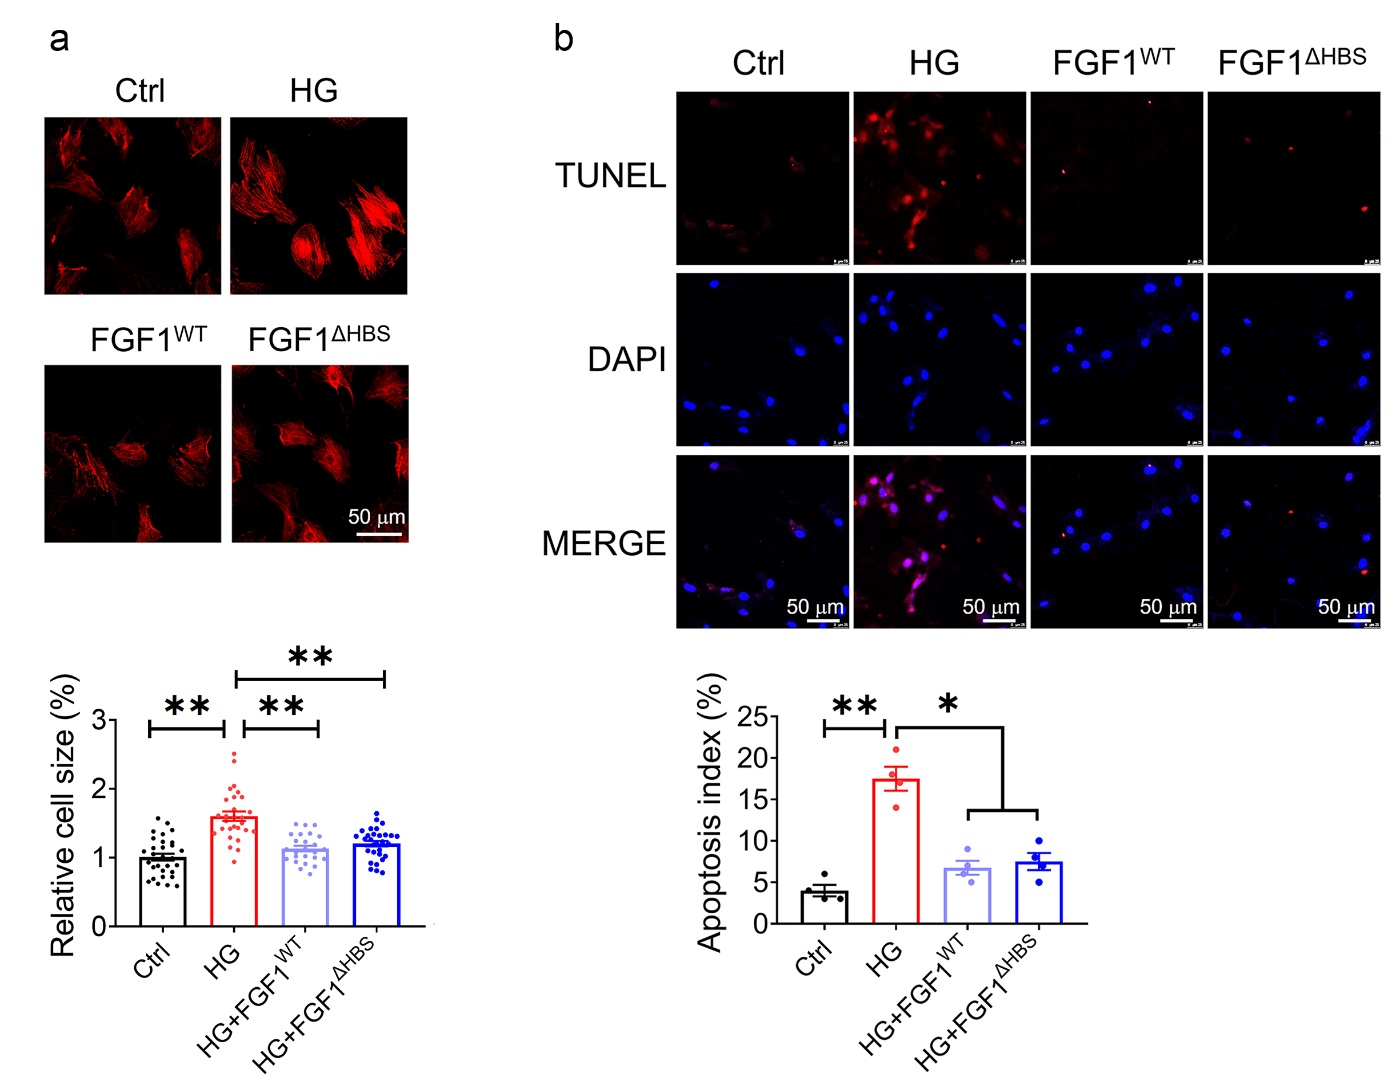

**Fig. S1 FGF1^ΔHBS^ prevents high glucose induced hypertrophy and apoptosis in neonatal rat cardiomyocytes.**

**a-b** Primary cardiomyocytes were serum starved for 12 h and treated with high glucose (35 mM) at the presence or absence of FGF1^WT^ and FGF1^∆HBS^ (500 ng/mL) for 48 h. Mannitol group as an osmotic control (Ctrl). **a** Representative images (upper panel) and quantification (lower panel) of TRITC-Phalloidin immunofluorescence. n=26-31; 3 independent experiments for each group. **b** Representative images (upper panel) and quantification (lower panel) of TUNEL staining. n=4 independent experiments for each group. Data were mean ± SEM; **P*<0.05, ***P*<0.01.

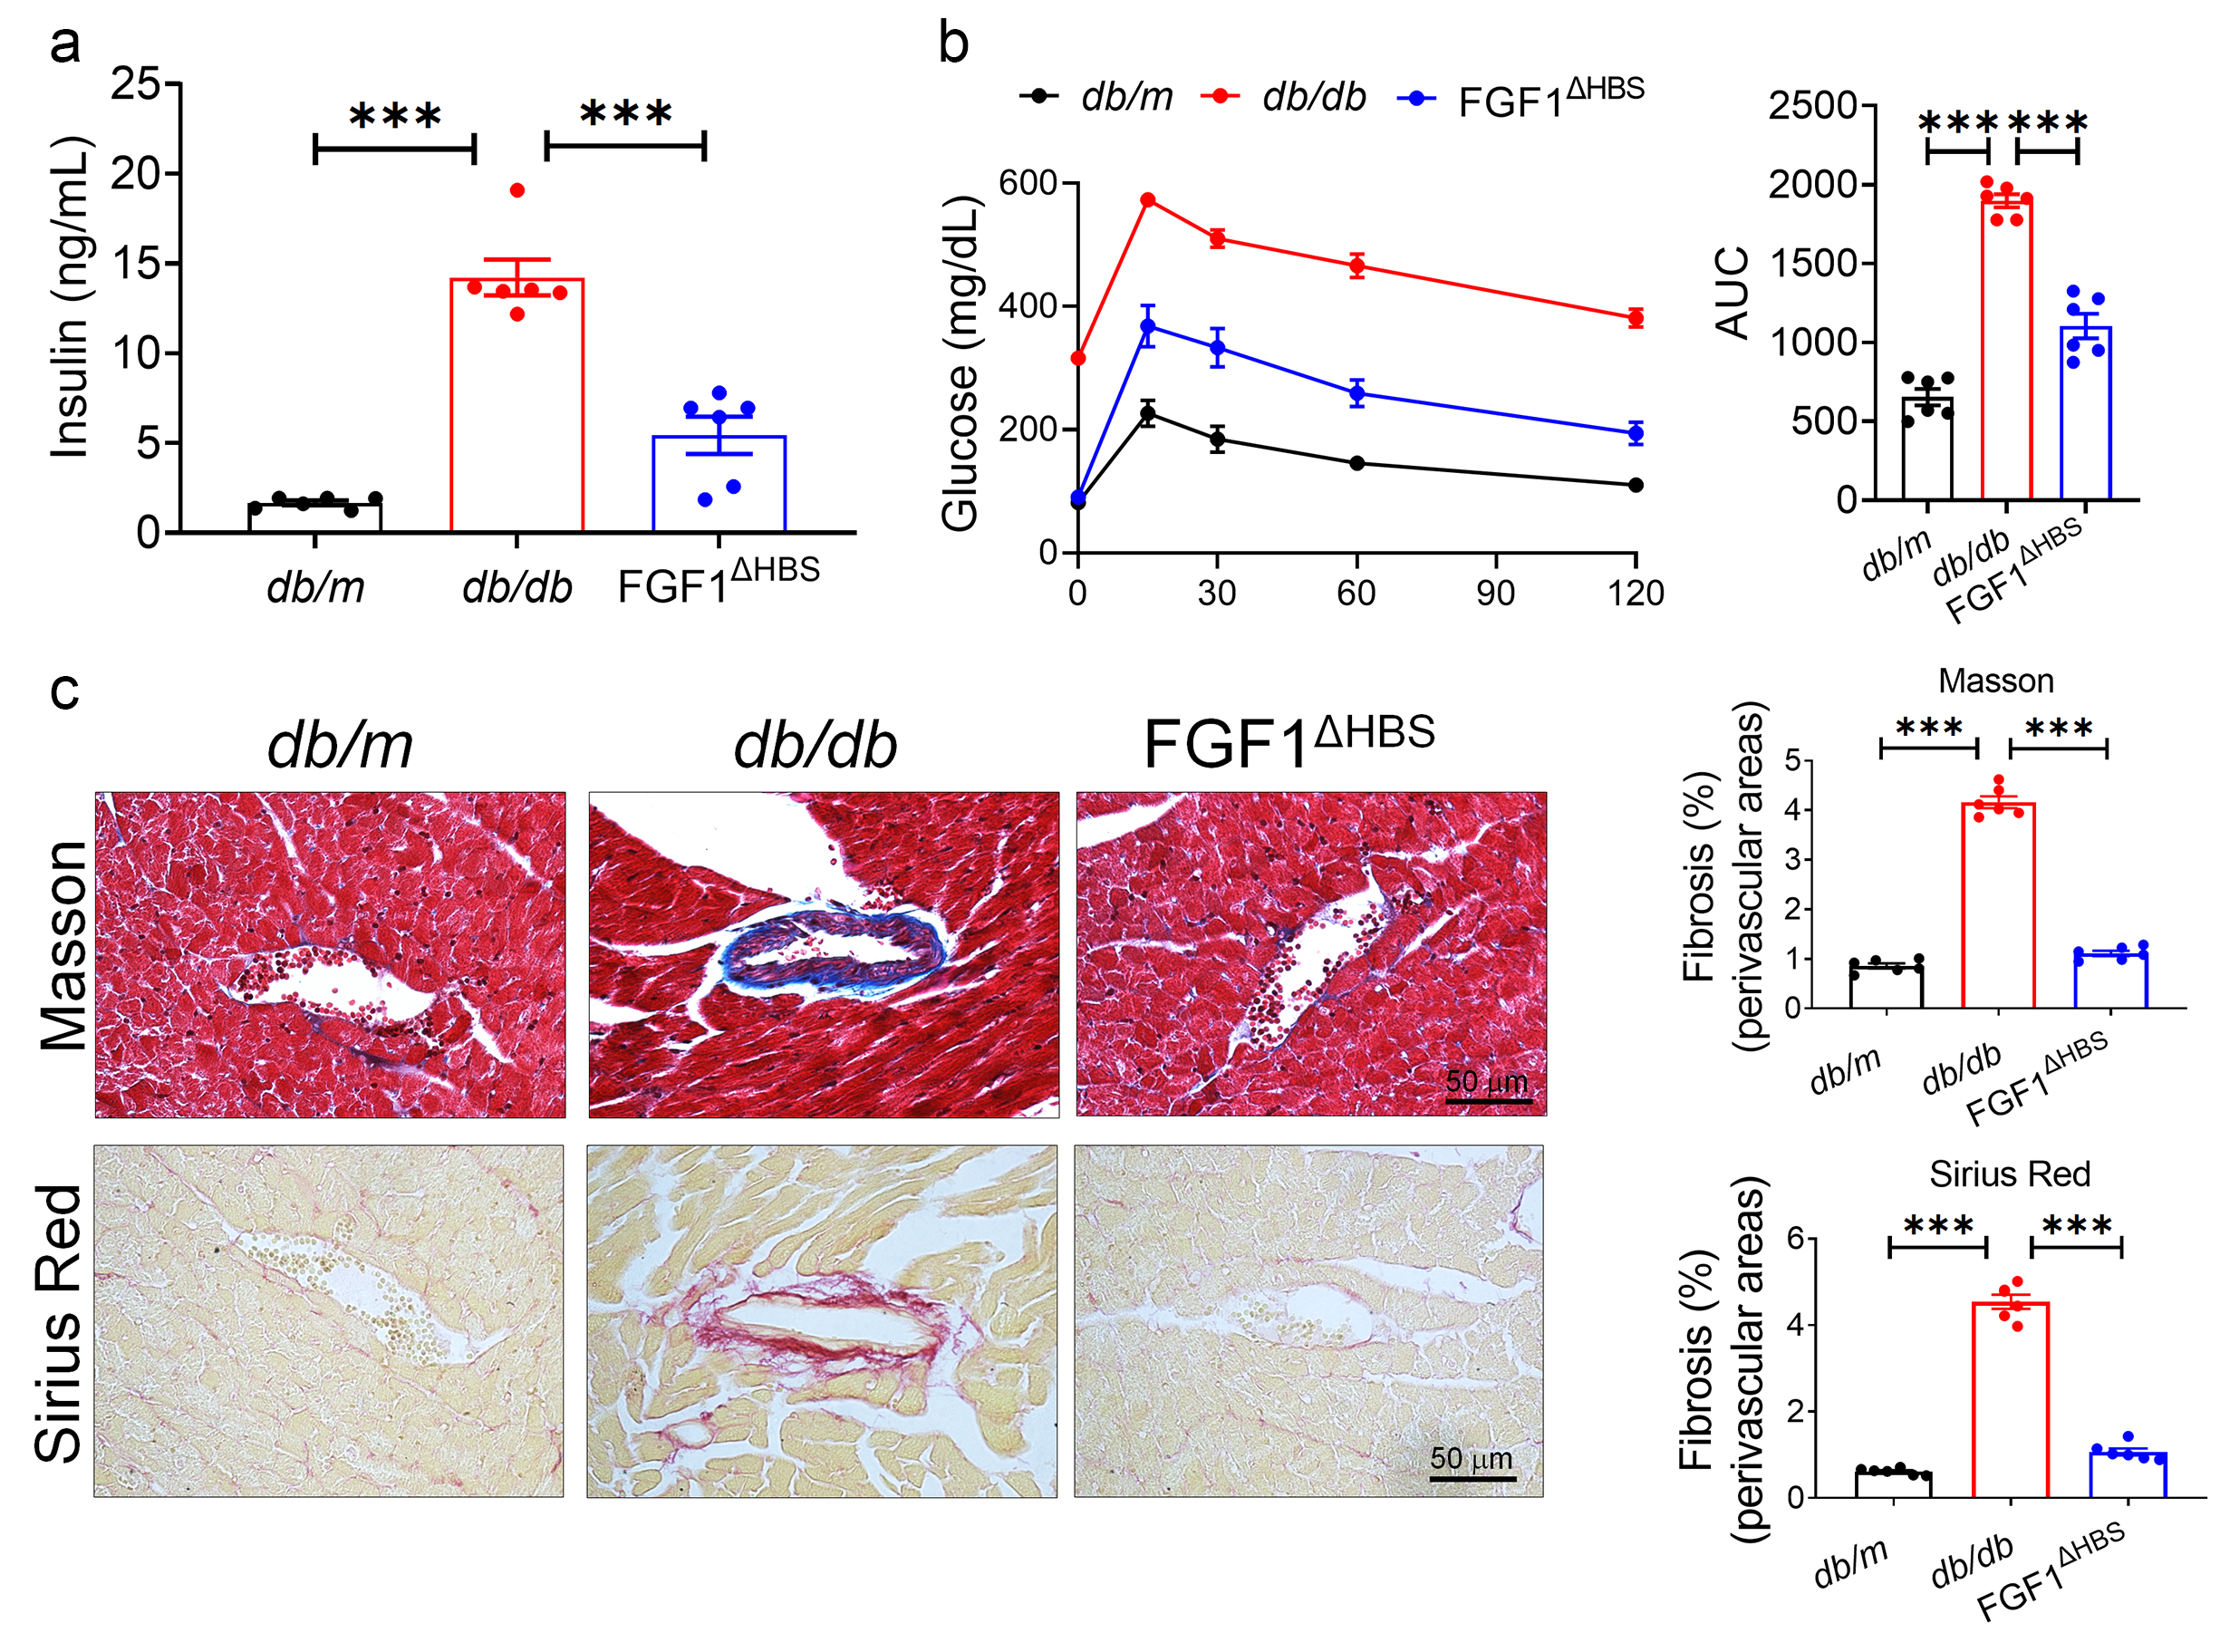

**Fig. S2 FGF1^ΔHBS^ improved insulin sensitization and prevents** **perivascular fibrosis in hearts.**

**a-c** *db/db* mice were treated with FGF1^ΔHBS^ (0.5 mg/kg body weight) or vehicle every other day for 16 weeks. **a** Insulin levels; **b** GTT (left panel) and AUC of GTT (right panel); **c** Masson and Sirius red staining (left panel) and densitometric quantification (right panel) in the cardiac tissues. n=6. Data were mean ± SEM; ****P*<0.001.

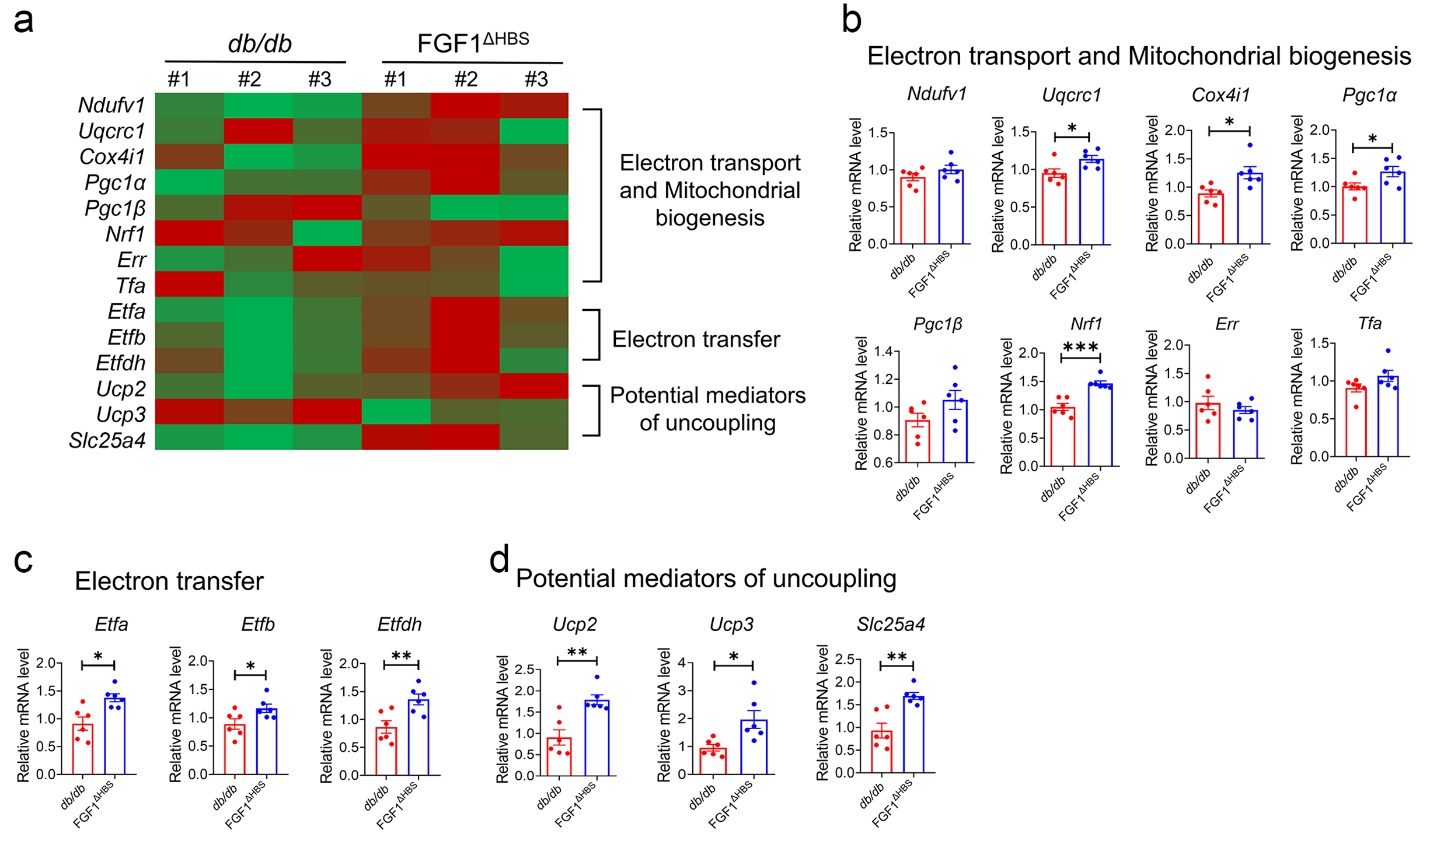

**Fig. S3 FGF1^ΔHBS^ upregulates mitochondrial biogenesis- and OXPHOS-related genes.**

**a-d** *db/db* mice were treated with FGF1^ΔHBS^ (0.5 mg/kg body weight) or vehicle every other day for 16 weeks. **a** Hierarchical clustering of FGF1^ΔHBS^ upregulated genes related to mitochondrial biogenesis and OXPHOS based on the RNA sequencing results. **b-d** The mRNA levels of indicated genes in cardiac tissues of each group. n=6. Data were mean ± SEM; **P*<0.05, ***P*<0.01, ****P*<0.001.

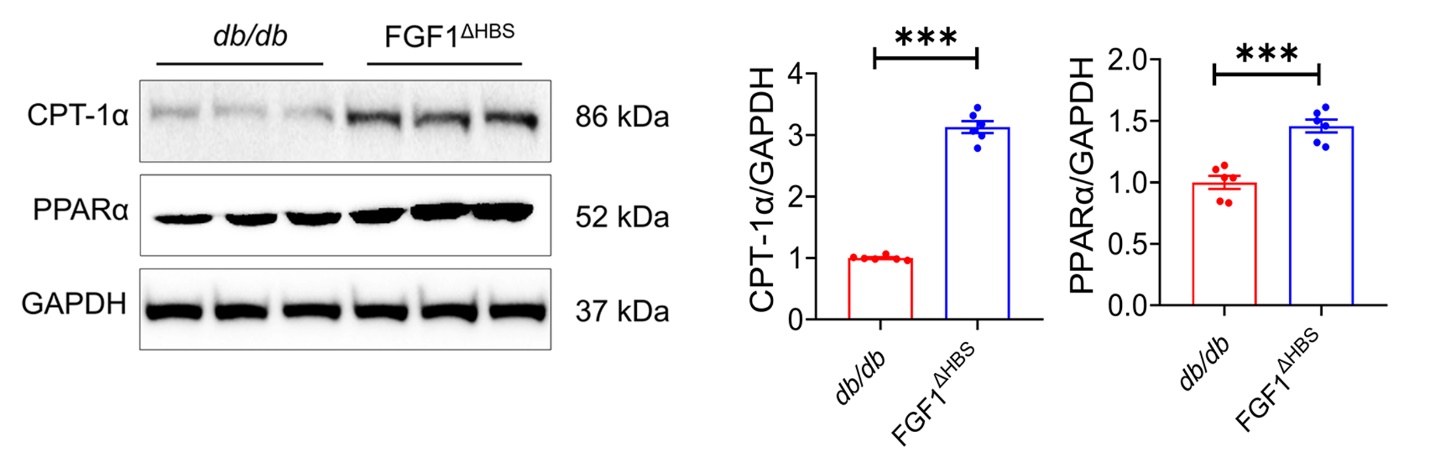

**Fig. S4 FGF1^ΔHBS^ enhances FAO.**

Western blot analysis (left panel) and densitometric quantification (right panel) of CPT-1α and PPARα of *db/db* mice treated with FGF1^ΔHBS^ (0.5 mg/kg body weight) or vehicle every other day for 16 weeks. GAPDH was a loading control. n=6. Data were mean ± SEM; ****P*<0.001.

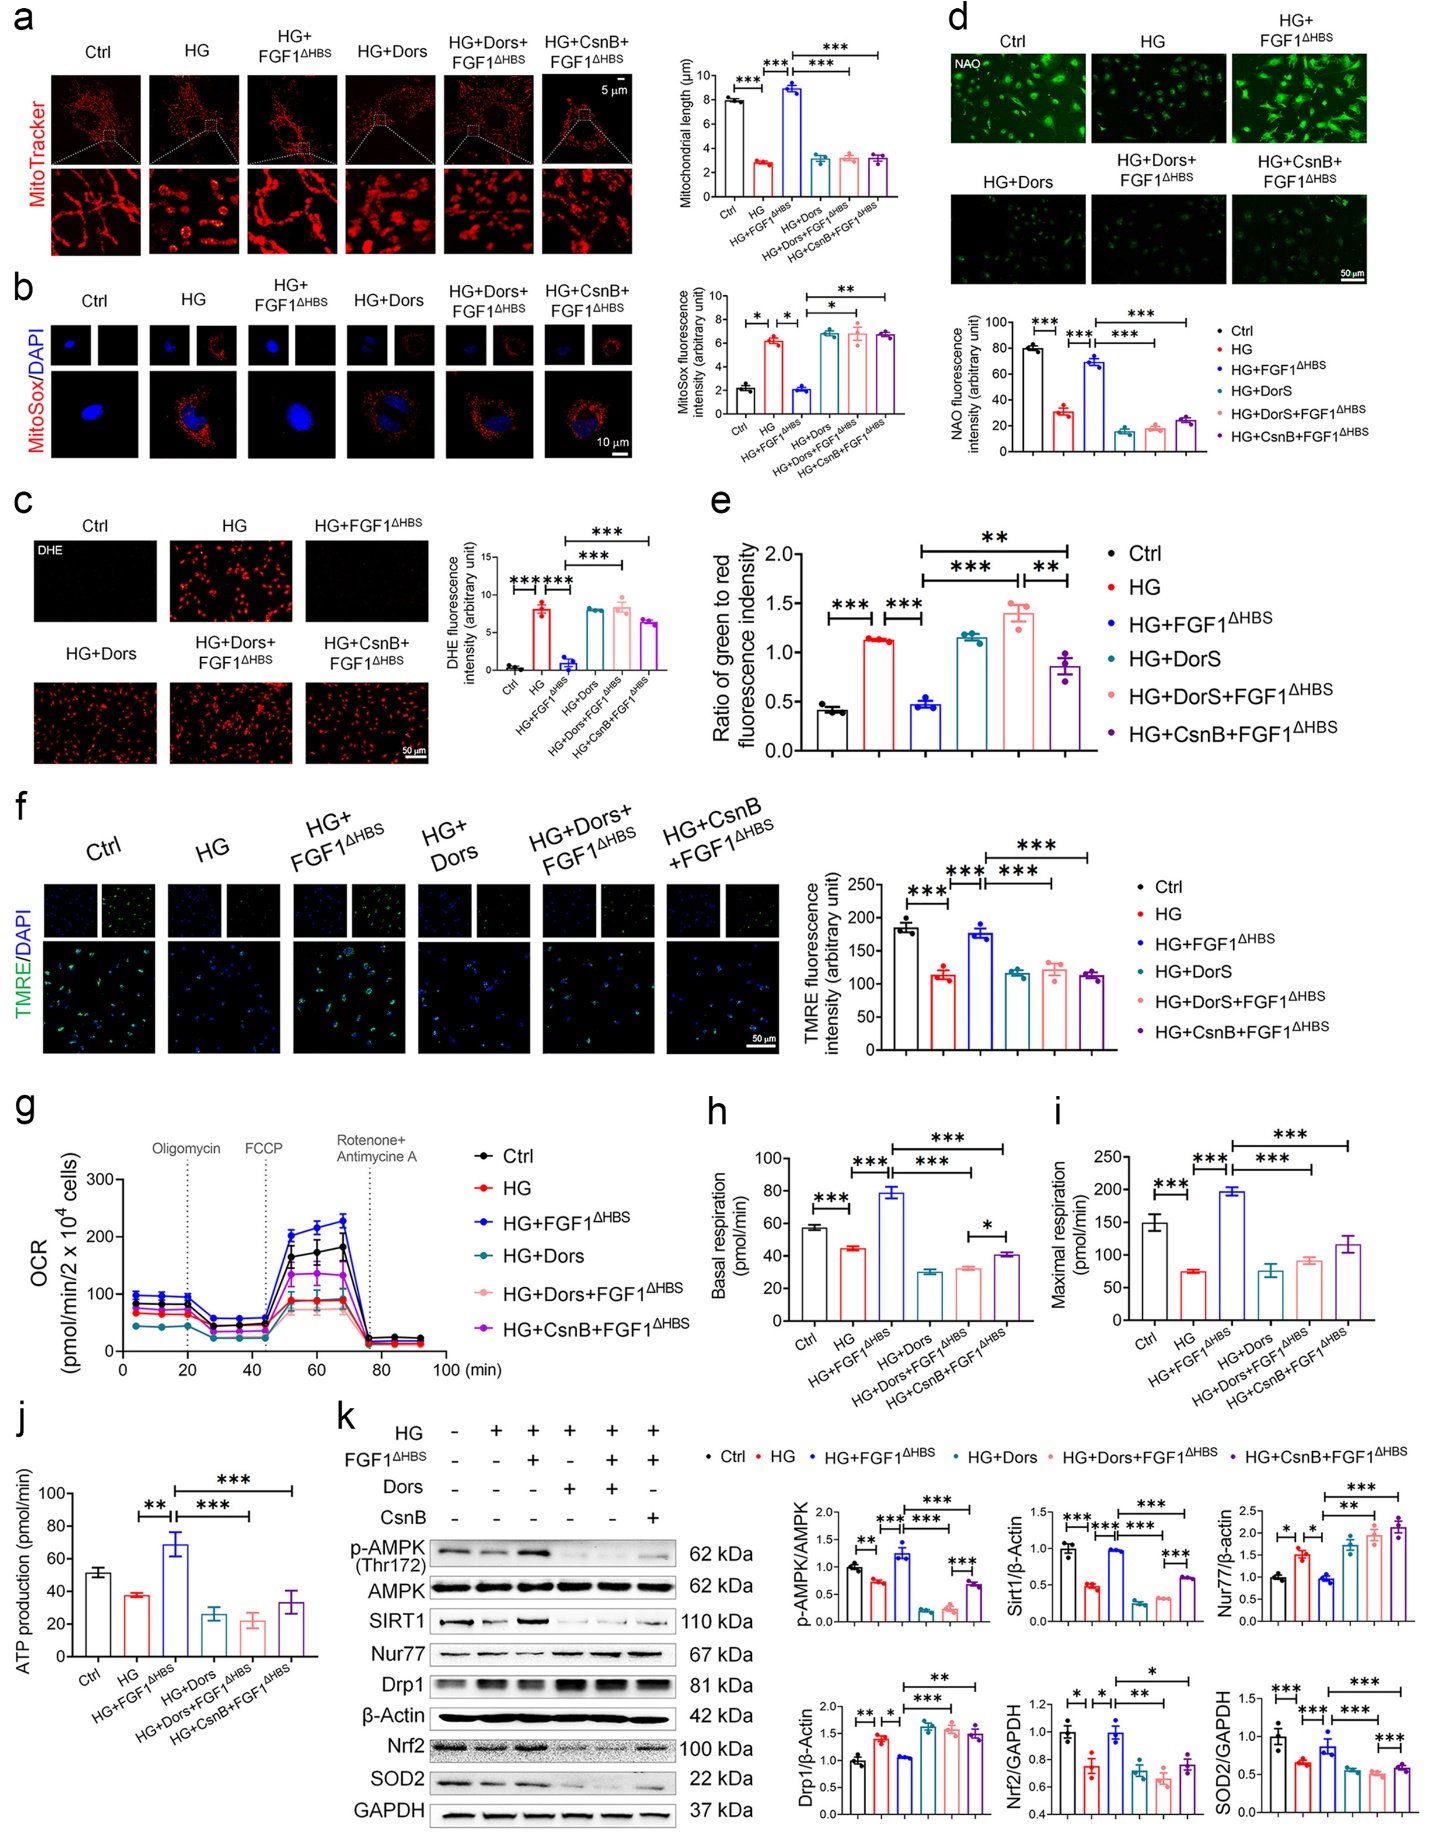

**Fig. S5 FGF1^∆HBS^ attenuates high glucose-induced mitochondrial dysfunction via AMPK/Nur77 signal transduction.**

**a-k** Primary cardiomyocytes were serum starved for 12 h and treated with high glucose (35 mM) with or without Dors (10 μM) and CsnB (10 μg/mL) in FBS free medium for 1 h, followed by incubation with FGF1^∆HBS^ (500 ng/mL) for additional 48 h. Mannitol group was an osmotic control. **a** Representative images of MitoTracker staining (left panel) and mitochondrial length (right panel) of primary cardiomyocytes. **b-d** Representative image of MitoSox (**b**), DHE (**c**) and 10-N-nonyl acridine orange (NAO) (**d**) staining and quantitative analysis of the fluorescence intensities of each group. **e** Representative images of TMRE staining (left panel) and quantitative analysis (right panel) of fluorescence intensity. **f** Mitochondrial membrane potential was evaluated by the ratio of JC-10 fluorescence intensities at 529 nm (green) and 590 nm (red). **g-j** Mitochondrial respiratory function was assessed by OCR assay. **k** Western blot analysis (left panel) and densitometric quantification (right panel) of p-AMPK, AMPKα2, SIRT1, Nur77, Drp1, Nrf2 and SOD2 in the cardiomyocytes. n=3 independent experiments for each group. Data were mean ± SEM; **P*<0.05, ***P*<0.01, ****P*<0.001.

**
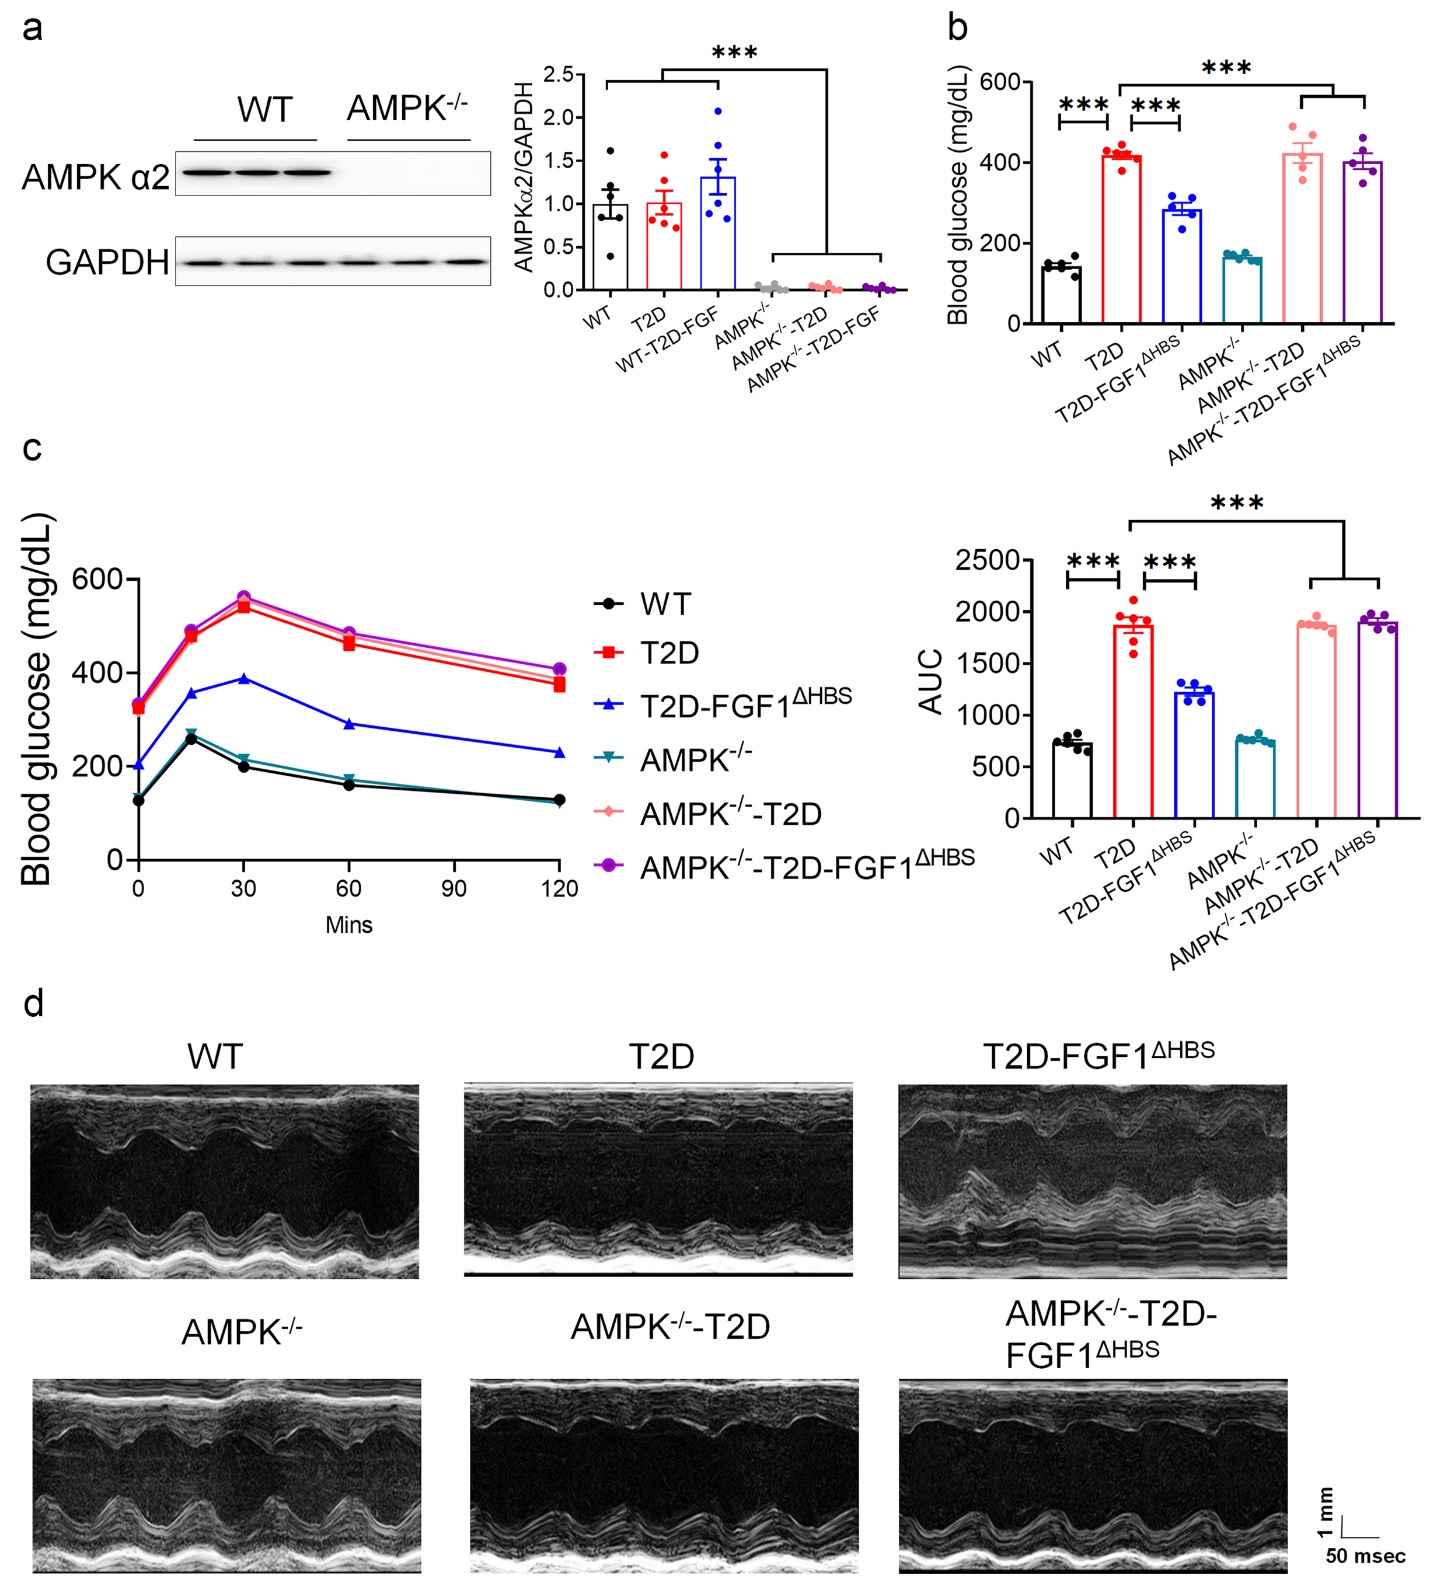
**

**Fig. S6 Glucose lowering and cardioprotection effects of FGF1^∆HBS^ was AMPK dependent.**

**a** Western blot analysis (left panel) and densitometric quantification (right panel) of AMPKα2 in the cardiac tissues. n=6. **b** Random blood glucose levels. n=5-6. **c** GTT (left panel) and AUC of GTT (right panel). n=5-6. **d** Representative images of echocardiography. n=5-6. Data were mean ± SEM; ****P*<0.001.

**Table S1** **Protective effects of FGF1^ΔHBS^ on T2D induced cardiac dysfunction.**

|  | *db/m* | *db/db* | *db/db*+FGF1^ΔHBS^ |
| --- | --- | --- | --- |
| Weight, g | 24.97±0.77 | 61.33±3.4* | 49.41±1.568^#^ |
| Glucose, mg/dl | 129±24.3 | 386.1±54.15* | 115.4±9.040^#^ |
| HW/TL (mg/mm) | 6.58±1.75 | 9.577±1.21* | 7.106±1.3336^#^ |
| IVSd (mm) | 0.615±0.007 | 0.676±0.005* | 0.635±0.002 |
| PWd (mm) | 0.808±0.006 | 0.925±0.016* | 0.812±0.005^#^ |
| CK-MB, IU/L | 413.1±117.5 | 1542.5±103.4* | 703.8±110.8^#^ |
| IRT, ms | 18±4.06 | 28.00±5.39* | 15.13±2.031^#^ |
| Tei Index | 0.85±0.29 | 1.229±0.14* | 0.934±0.2034^#^ |

HW, heart weight; TL, tibia length; IVSd, interventricular septal dimension in diastole; PWd, posterior wall thickness in diastole; CK-MB, creatine kinase isoenzyme; IRT, isovolumetric relaxation time; Tei Index, a myocardial performance index designed by Dr Chuwa Tei. n=6. Data were mean ± SEM; **p*<0.05 vs *db/m*; ^#^*p*<0.05 vs *db/db*.

**Table S2** **Protective effects of FGF1^ΔHBS^ on HFD/STZ induced cardiac dysfunction.**

|  | WT | T2D | T2D-FGF1^ΔHBS^ | AMPK^-/-^ | AMPK^-/-^-T2D | AMPK^-/-^-T2D-FGF1^ΔHBS^ |
| --- | --- | --- | --- | --- | --- | --- |
| Weight, g | 25.42±0.63 | 29.78±0.42* | 26.05±1.01^#^ | 24.56±0.61 | 29.44±0.49^$^ | 29.8±0.76^$^ |
| HW/BW | 4.98±0.14 | 5.53±0.12* | 5.09±0.18^#^ | 5.05±0.11 | 5.41±0.23^$^ | 5.32±0.14^$^ |
| IVSd (mm) | 0.707±0.038 | 0.683±0.034 | 0.733±0.023^#^ | 0.713±0.032 | 0.694±0.028 | 0.701±0.025 |
| PWd (mm) | 0.912±0.049 | 0.996±0.044* | 0.905±0.069^#^ | 0.891±0.079 | 1.013±0.034^$^ | 1.023±0.117^$^ |

HW, heart weight; BW, body weight; IVSd, interventricular septal dimension in diastole; PWd, posterior wall thickness in diastole; n=5-6. Data were mean ± SEM; **p*<0.05 vs WT; #*p*<0.05 vs T2D; $*p*<0.05 vs T2D-FGF1^ΔHBS^.

**Table S3 Clinical characteristics of human subjects**

Data were mean ± SEM; **P*<0.05 vs Healthy subjects, ^#^*P*<0.05 vs T2DP.

**Table S4 Primers used in this study**

| Gene Name | Primer Name | Sequence (5' -> 3') |
| --- | --- | --- |
| Uqcrc1 | mUqcrc1-F | TGCCAGAGTTTCCAGACCTT |
| Uqcrc1 | mUqcrc1-R | CCAAATGAGACACCAAAGCA |
| Ndufv1 | mNdufv1-F | TGTGAGACCGTGCTAATGGA |
| Ndufv1 | mNdufv1-R | CATCTCCCTTCACAAATCGG |
| Cox4i1 | mCOX4-F | CGCTGAAGGAGAAGGAGAAG |
| Cox4i1 | mCOX4-R | GCAGTGAAGCCAATGAAGAA |
| Pgc1α | mPGC-1α-F | GTAAATCTGCGGGATGATGG |
| Pgc1α | mPGC-1α-R | AGCAGGGTCAAAATCGTCTG |
| Pgc1β | mPGC-1β-F | TGAGGTGTTCGGTGAGATTG |
| Pgc1β | mPGC-1β-R | CCATAGCTCAGGTGGAAGGA |
| Nrf1 | mNrf1-F | CTTCAGAACTGCCAACCACA |
| Nrf1 | mNrf1-R | GCTTCTGCCAGTGATGCTAC |
| Errα | mERRα-F | GGAGGACGGCAGAAGTACAA |
| Errα | mERRα-R | CAGGTTCAACAACCAGCAGA |
| Tfa | mTFAm-F | CAAAAAGACCTCGTTCAGCA |
| Tfa | mTFAm-R | CTTCAGCCATCTGCTCTTCC |
| Sod2 | mSOD2-F | ACAACTCAGGTCGCTCTTCA |
| Sod2 | mSOD2-R | GAACCTTGGACTCCCACAGA |
| Ucp2 | mUCP2-F | TCTCCTGAAAGCCAACCTCA |
| Ucp2 | mUCP2-R | CTACGTTCCAGGATCCCAAG |
| Ucp3 | mUCP3-F | TTTGGAGCTGGCTTCTGTG |
| Slc25a4 | mSlc25a4-F | TGATTGTGTCGTGAGAATCCCC |
| Slc25a4 | mSlc25a4-R | AGAACTGCTTATGGCGATCCA |
| Etfa | mETFA-F | GCCTCATTGCTCCGTTTTCAG |
| Etfa | mETFA-R | GCTACTAAGCAGGACACTTCAC |
| Etfb | mETFB-F | CTGTCAAGAGGGTCATCGACT |
| Etfb | mETFB-R | CCAGAGCAGTTCGGATGGTC |
| Etfdh | mEtfdh-F | AAAGGGGCTCCACTTAATACTCC |
| Etfdh | mEtfdh-R | CATGATTGTTCATCGGAAGACCT |
| Gsta3 | mGSTA3-F | AAGAATGGAGCCTATCCGGTG |
| Gsta3 | mGSTA3-R | TTGAGTTCGGCAAGCCTACC |
| Nur77 | NR4A1-F | GTGTACCCGTCCATGAAGGTG |
| Nur77 | NR4A1-R | GGCTGGAAGTTGGGTGTAGA |
| β-actin | β-actin-F | CGTCATTGCACGAAGACACAA |
| β-actin | β-actin-R | CCTGGTCCACCATTTTAAGGC |
| Nrf2 | Nfe2l2-F | TCTTGGAGTAAGTCGAGAAGTGT |
| Nrf2 | Nfe2l2-R | GTTGAAACTGAGCGAAAAAGGC |
| Ho1 | HO-1-F | AAGCCGAGAATGCTGAGTTCA |
| Ho1 | HO-1-R | GCCGTGTAGATATGGTACAAGGA |

How the deposited data were processed for this re-analysis (not part of the article)

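RNA-Seq of hearts from *db/db* mice treated with vehicle or FGF1 ΔHBS was analysed, with 3 mice in each group. The authors trimmed the raw reads with Trimmomatic and deposited FPKM values, 1 per gene and library. The paper's text does not name the aligner, the quantifier, the genome build or a test for the RNA-Seq. The statistics section gives an unpaired test for comparisons of 2 groups, so the fit had no pairing. Normalization to the length of the transcript and to the mapped fragments was done by the authors and could not be repeated from the values.

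The table analysed here holds 4132 genes in 6 libraries and ends partway through the entry of a gene, after its FPKM values. The genes are therefore only part of a transcriptome. Gene set tests were therefore not run, and counts over lists of genes describe only the members analysed here. *Nr4a1*, which encodes Nur77, and the genes of electron transport and mitochondrial biogenesis named in the paper were not analysed here. Every column of values was mapped to a mouse by its label.

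Values were transformed to log2(FPKM + 1), with a pseudocount of 1, and the 2041 genes with a mean of at least 1 FPKM were tested. The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend) and p-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. Single genes were also compared by a two-sided exact permutation test, for which 3 mice against 3 cannot give a p-value under 0.1. The fit was tested on simulated data with the means and spreads of these 2041 genes, of which 200 were changed. It recovered 61% of the genes changed by 0.5 on the log2 scale, 90.5% of those changed by 1 and 98.5% of those changed by 2. The calls on unchanged genes numbered 5, 6 and 10. With no gene changed it made 0 calls, with 113 genes at an unadjusted p-value under 0.05. The simulated noise was normal, independent between genes and of the same spread in both groups. In the real data the vehicle group had the larger SD in 64.5% of genes. The shares recovered are therefore not the power of the real comparison.

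The depth of the libraries is not given by FPKM values. Low values moved in steps, and the ratio of the steps between libraries gave relative depths from 1.00 to 1.21. GC content and length were taken from the longest GENCODE M21 transcript of each gene, which was found for 99.9% of the genes tested.

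The genes named were set by a rule before the data were examined. They are the genes that the paper reports from RNA-Seq, the 5 genes in each direction with the largest change among those past the threshold whose groups do not overlap, and the members of lists where a list is reported. Where fewer than 5 genes passed, those with the smallest p-value were added. Some genes that these rules name are not reported here, and all genes stayed in the fits and counts. The alternatives set before the data were examined were a pseudocount of 0.1, no filter, a minimum of 5 FPKM, rescaling of the genes analysed here to the same total per library (TPM), median ratio scaling, quantile normalization, other forms of eBayes, the replicate number as a block, other thresholds and leaving out each mouse in turn. Lists of genes were also written at that time, and the results of the 10 with at least 4 genes tested are given. A correction for GC content, lists of kidney, liver and interferon-response genes and the removal of genes listed at 0 were added after the data were seen.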

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

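The tests of GC content and of other immediate-early genes were chosen after the results were seen. Of the 2041 genes tested, 2 had an adjusted p-value under 0.05 by limma, among them *Fos*, which the paper does not discuss.

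*Fos* (chromosome 12 of GRCm38, 85473890 to 85477273) was at 10.0 ± 4.10 FPKM (SD, n = 3) with vehicle and 0.792 ± 0.305 FPKM (SD, n = 3) with FGF1 ΔHBS. The log2 fold change was -2.56 (standard error 0.29, adjusted p = 0.0441 by limma), and it was lower in 3 of 3 treated mice. The fold changes of all genes ran with GC content across genes (Spearman's rho -0.222), and genes are not independent replicates. Of the 10 splits of the 6 libraries, 1, the real one, gave a correlation as large. After correction for GC content the log2 fold change of *Fos* was -2.49 with an adjusted p-value of 0.0657 by limma, so *Fos* no longer passed the threshold although the fold change moved by less than its standard error. By this threshold the test did not decide between the GC trend and a difference between the groups for *Fos*. The log2 fold change of -2.49 that remained, with a standard error of 0.30, argues against the GC trend as the cause of most of the fall. It did not pass under 10 of 17 alternatives. *Fos* is an immediate-early gene, induced within minutes of a stimulus. Of 5 other immediate-early genes analysed here, 4 were lower with FGF1 ΔHBS, among them *Nr4a3* (log2 fold change -1.50) and *Fosl2* (-0.94), and *Ier3* was higher (0.14). A lower response in life and a difference in the handling of the tissue at harvest cannot be told apart, because the paper's text does not give the order and time of harvest. Of the clock genes, *Ciart* (-0.73) and *Bhlhe40* (-0.50) were lower and *Tef* (0.028) and *Clock* (0.052) were near 0, and the hour of harvest was not tested further. The adjusted p-value of *Fos* over the alternatives lay between 9.98e-31 and 0.227, the lowest from the TPM scaling, where the spread of each gene was not used.

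The number of genes past the threshold, 2, was reached by 1 of the 10 splits of the 6 libraries, the real one, and so was the number of genes at an unadjusted p-value under 0.05. With 10 splits this share cannot fall under 0.1.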

How the results depend on the processing

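The number of genes with an adjusted p-value under 0.05 was 2. It was 4 with a pseudocount of 0.1, 3 with a minimum of 5 FPKM, 5 with robust eBayes, and 1 with median ratio scaling, with quantile normalization and with eBayes without trend. Without a filter it was 0, with 488 genes at an unadjusted p-value under 0.05. At an adjusted p-value under 0.10 there were 5 genes, at an unadjusted p-value under 0.05 there were 349, and 30 of these also had a ratio of mean FPKM of at least 2. Of the genes at an unadjusted p-value under 0.05, 145 of 349 were higher, against 184 of 364 with median ratio scaling, 180 of 353 with quantile normalization and 193 of 356 after the correction for GC content, so the balance of directions depends on the scaling. It was 23 of 267 under the TPM scaling, which lowers all genes together. With the correction for GC content, added after the data were seen, it was 1, and without genes listed at 0 it was 2. Except for the smaller or larger set of genes tested under the filters and the looser thresholds, the cause was not tested.

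Leaving out each mouse in turn gave from 0 to 82 genes. The 82 genes, 32 higher and 50 lower, came without vehicle replicate 3, and 2 of them were the genes of the full comparison. Without vehicle replicate 2 or without FGF1 ΔHBS replicate 2 there were 0 genes, with 270 and 231 at an unadjusted p-value under 0.05. The count therefore depends on vehicle replicate 3.

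The TPM scaling gave 68 genes, 13 higher and 55 lower, and moved the median log2 fold change of all genes to -0.26. In vehicle replicate 2 the genes analysed here summed to 152340 FPKM, against 215805 to 232837 in the other libraries, because *mt-Co2* and *Gm28661* are listed at 0 there. The prior degrees of freedom became infinite, so the spread of each gene was not used, and these p-values are not comparable with the others. Under this scaling *Etfa* and *Etfdh* were at -0.053 and -0.14, *Sirt1* at -0.21 and *Ucp3* at -1.28, and 3 of the 13 nuclear OXPHOS genes were higher, against 10 with quantile normalization. Relative to the shift of the median, *Etfa*, *Etfdh* and all 13 nuclear OXPHOS genes stayed above it and *Ucp3* below, so these reversals are a shift shared by all genes. *Ucp3* passed the threshold only here, with 1 of the electron transfer and uncoupling genes.

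No anti-oxidative, electron transfer or protein-level gene passed the threshold in the full comparison. Adjusted over the list alone, 2 of the anti-oxidative genes and 1 of the electron transfer and uncoupling genes passed. At an unadjusted p-value under 0.05 there were 2 of each. With each mouse left out in turn, from 0 to 3 of the anti-oxidative genes and from 0 to 1 of the electron transfer and uncoupling genes passed adjusted over the list alone. With the replicate number as a block 0 of either list did. Of the electron transfer and uncoupling genes, 0 passed without a filter, with quantile normalization or after correction for GC content, and 2 with robust eBayes and without genes listed at 0. Of the anti-oxidative genes, 1 passed with median ratio scaling and 3 under the TPM scaling. These counts therefore depend on single mice and on the processing. Apart from the TPM scaling, 0 genes of each list passed under the other alternatives run over all genes tested. *Hmox1*, *Nfe2l2*, *Hpgd* and *Ucp3* kept their direction in every alternative in which they were tested, and *Hpgd* was not tested with a minimum of 5 FPKM.

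With each mouse left out in turn, *Sirt1* ranged from -0.080 to 0.14 and *Cpt1a* from -0.28 to 0.10 on the log2 scale, so these have no stable direction. Among the values of single genes and lists not given at a conclusion of the paper, 5 reversed, 15 passed the threshold only under an alternative, 10 no longer passed and 1 moved. The 10 were those of *Fos*.

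With the replicate number as a replicate block there were 0 genes past the threshold and 269 at an unadjusted p-value under 0.05. The deviations of same-numbered mice correlated across genes at -0.01, -0.16 and -0.22, so the numbers do not pair the mice. The block removes degrees of freedom and also changes the spread left over for each gene, up or down.

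The fold decrease of Nur77, the genes of electron transport and mitochondrial biogenesis and the gene set tests, with their alternatives, were not run, because the genes were not analysed here or the table holds only part of the genes. The depth of the libraries is known only in relation to each other, so no limit is given for genes listed at 0.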

Differences from the paper's values

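The number of mice per group was 3 in the paper and in the data, and no value of the paper could be set beside a computed one. The paper states that Ho-1 was significantly upregulated by FGF1 ΔHBS in the RNA-Seq. It also reports a rise of Ho-1 by real-time PCR and of HO-1 protein by western blot, neither of which was analysed here. In the data analysed here *Hmox1* was lower, with a log2 fold change of -0.49 (adjusted p = 0.137 by limma), and it stayed lower in each alternative set before the data were examined, from -0.79 to -0.37. Adjusted over the list alone, and at an unadjusted p-value under 0.05, its fall passed the threshold, which is opposite in direction to the paper's statement. Over the list alone its fall did not pass with the replicate number as a block or without FGF1 ΔHBS replicate 3. *Hmox1* was not among the labels that could be read in Fig. 3a.

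The paper reports a higher mRNA level of Nrf2 by real-time PCR and a higher protein level by western blot. *Nfe2l2* was at a log2 fold change of -0.30 (adjusted p = 0.172 by limma) in the RNA-Seq, and was lower in 3 of 3 treated mice. The paper also reports an upregulation of *Ucp3* by real-time PCR and describes the genes in Supplemental Fig. S3a as upregulated. *Ucp3* was lower in the RNA-Seq, with a log2 fold change of -1.0 (adjusted p = 0.163 by limma), and the heat map in Supplemental Fig. S3a also shows it lower with FGF1 ΔHBS. The fall of *Nfe2l2* and *Ucp3* passed a threshold of 0.05 adjusted over the list alone and without adjustment. That of *Ucp3* also passed under the TPM scaling over all genes tested, where the spread of each gene was not used and the p-values are not comparable with the others. Over the list alone, neither passed with the replicate number as a block or without FGF1 ΔHBS replicate 3. *Ucp3* also failed there without vehicle replicate 1, FGF1 ΔHBS replicate 1 or a filter, with quantile normalization and after GC correction. *Nfe2l2* failed there with median ratio scaling and without vehicle replicate 3 or FGF1 ΔHBS replicate 2. The paper describes *Etfa* as upregulated. *Etfa* was higher here and passed at an unadjusted p-value under 0.05. Adjusted over the list alone it passed with robust eBayes and, in an alternative chosen after seeing the values, without genes listed at 0. Without adjustment, *Etfa* did not pass under median ratio scaling, quantile normalization, TPM scaling, eBayes without trend, the replicate block or GC correction. With each mouse left out in turn, *Etfa* passed without adjustment only without vehicle replicate 3. *Hpgd*, which the heat map in Fig. 3a labels, was higher here and passed adjusted over the list alone without vehicle replicate 2 and, with the same limit on its p-values, under the TPM scaling. Neither gene passed over all genes tested under any alternative run. Both belong to heat maps whose captions describe genes upregulated in this same RNA-Seq, so their rise here is not independent support. None of the alternatives set before the data were examined gave a higher *Hmox1*, *Nfe2l2* or *Ucp3*.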

Other observations

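The tests in this part were chosen after the values were seen, apart from the lists of genes named in the paragraphs on lists, which were written before. The lists of kidney, liver and interferon-response genes were written after a few such genes stood out, and those genes were left out of them. The share against which these lists were read was set after their counts were known.

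Vehicle replicate 2 lists *mt-Co2* and *Gm28661* at 0, while the other 5 libraries list *mt-Co2* at 29919 to 34716 FPKM. The 2 genes share sequence: all 651 of the 31-base words of *Gm28661*, a pseudogene on chromosome 1, occur in *mt-Co2*. A lack of mitochondrial RNA in that library is argued against by *mt-Nd2*, *mt-Nd3* and *mt-Nd5*, whose median ratio to the other libraries was 0.913. A failed estimate by the quantification is a candidate explanation that was not tested.

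In FGF1 ΔHBS replicate 3, kidney-enriched genes were high, among them *Slc12a1* (0.844 FPKM, against at most 0.138 in the others). Of 16 further kidney-enriched genes analysed here, 11 were highest in that library, against 18.4% of genes of similar level. *Pvalb*, which is also on the list of skeletal muscle genes, was left out of the 16, and it was highest in vehicle replicate 1 (0.374 FPKM, against 0.361 in FGF1 ΔHBS replicate 3). Most of these values were below 1 FPKM, and the most abundant transcripts of kidney were not analysed here. Traces of kidney RNA in that library may explain this. *Hpgd* had its highest value there, and without that mouse its log2 fold change was 0.44, so its rise and such traces cannot be told apart with the 2 mice that remain. Without vehicle replicate 3 it was 0.48, nearly as far from the full value.

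Liver-enriched genes were high in vehicle replicate 2, such as *Bhmt* (2.63 FPKM, against at most 0.0379 in the others). On the further list, 14 of 20 were highest in that library, against 17.9% of genes of similar level. *Ahsg*, at 11.9 FPKM there, was at 11.1 FPKM in FGF1 ΔHBS replicate 3 as well. Traces of liver RNA may be present, but *Cps1* was at only 0.102 FPKM. Of the atrial markers *Sln* and *Nppa*, 2 of 2 were highest in the same library, with *Sln* at 27.4 FPKM against at most 0.240 in the others. More atrial tissue could give this, and 2 markers are too few to tell.

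Vehicle replicate 3 had high interferon-response and antigen-presentation genes, with *Igtp* at 385 FPKM against at most 4.40 in the others. *Gbp10* (66.4 FPKM), *H2-K1* (53.1 FPKM), *Psmb8* (44.7 FPKM), *Tap1* (22.3 FPKM) and *Nlrc5* (11.6 FPKM) were also highest there, and these genes raised the question. Of 7 further genes of this response, 5 were highest there, against 13.7% of genes of similar level. An interferon response in that mouse is a candidate explanation, which stays open because the 7 genes are few and do not vary independently. Its origin was not tested. *Cd74* was lower with FGF1 ΔHBS (log2 fold change -2.72, adjusted p = 0.106 by limma), and without vehicle replicate 3 the log2 fold change was -2.14 with an adjusted p-value of 0.000138 by limma, since the spread of the vehicle group was smaller. Over all alternatives its adjusted p-value lay between 2.07e-32, under the TPM scaling, and 0.312.

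All 13 nuclear OXPHOS genes analysed here were higher with FGF1 ΔHBS, with a median log2 fold change of 0.21 (0.09 to 0.47), and 0 passed the adjusted threshold, with 8 at an unadjusted p-value under 0.05 and 4 adjusted over the list alone. The count adjusted over the list alone was 9 without vehicle replicate 1, 2 without vehicle replicate 2 or 3, and 0 without any 1 of the FGF1 ΔHBS-treated mice, with 4, 4 and 9 at an unadjusted p-value under 0.05. It was 12 after correction for GC content and 0 with the replicate number as a block, with 5 at an unadjusted p-value under 0.05, so these calls depend on single mice and on the processing, whereas the direction was the same with each mouse left out. After correction for GC content 13 were higher and the median was 0.28, which argues against the GC trend as the cause. The fold changes of all genes also ran with transcript length (Spearman's rho -0.144), so shorter transcripts tended to be higher. No correction for length was run, so a length trend stays open for these genes. With quantile normalization 10 were higher. Under the TPM scaling 3 were higher, but all 13 lay above the median of all genes, which this scaling moved to -0.26. The median of 4 cardiomyocyte markers was 0.13, but -0.17 with quantile normalization. Of the markers of other cell types, *Dcn* (fibroblast, 0.79) and *Scd1* (adipocyte, 0.22) were higher. *Tie1* (endothelial, -0.32) and *Hbb-bt* (erythroid, -0.65) were lower. A larger share of cardiomyocyte RNA and a change per cell cannot be told apart with these few markers, which went both ways. A median as large was reached by 1 of the 10 splits, the real one, and 3 splits had all 13 genes in 1 direction.

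Of the lists of genes written before, 10 had at least 4 genes tested, and no gene set test was run on them. Of the Nrf2 target genes analysed here 3 of 6 were higher, with a median log2 fold change of 0.0063, and 2 passed adjusted over the list alone, *Hmox1* lower and *Gstm1* higher (log2 fold change 0.20, with no overlap of the groups). With quantile normalization, and without vehicle replicate 1, vehicle replicate 2, FGF1 ΔHBS replicate 1 or FGF1 ΔHBS replicate 3, 0 passed adjusted over the list alone, with 1 at an unadjusted p-value under 0.05 under the quantile normalization and 2 in each of the others. Under the TPM scaling *Gstm1* was at -0.035, above the moved median of all genes, as were 3 of the 6. Of the genes of fatty acid oxidation 5 of 12 were higher (median -0.016), a list that also holds *Etfa*, *Etfdh* and *Ucp3*, and 0 passed adjusted over the list alone, with 2 at an unadjusted p-value under 0.05. With median ratio scaling 7 of the 12 were higher, after correction for GC content 8 and with quantile normalization 4. Without vehicle replicate 1, 9 were higher (median 0.084), and without FGF1 ΔHBS replicate 3, 8 were, so this list has no stable direction. Of the fibrosis genes 2 of 6 were higher (median -0.18), and the 1 gene that passed adjusted over the list alone was *Acta2*, which was higher (log2 fold change 0.82, with no overlap of the groups) and lay between 0.62 and 0.99 over the alternatives. Without FGF1 ΔHBS replicate 1, 0 passed adjusted over the list alone, with 1 at an unadjusted p-value under 0.05. Without vehicle replicate 3, 1 of the 6 was higher (median -0.41) and 5 passed adjusted over the list alone. Of the clock genes 2 of 4 were higher (median -0.24), and the 2 that passed adjusted over the list alone, *Ciart* and *Bhlhe40*, were lower. Under the TPM scaling 2 of the 4 clock genes and 2 of the 6 fibrosis genes lay above the median of all genes. All 4 mitochondrially encoded genes were higher (median 0.36), 1 of them *mt-Co2*, which is listed at 0 in a vehicle library, and with quantile normalization 1 of the 4 was higher.

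The 5 hypertrophy genes analysed here (*Nppa*, *Ankrd1*, *Xirp2*, *Actn1* and *Rcan1*) were lower, from -1.91 to -0.37, with a median of -0.55. All 5 were at an unadjusted p-value under 0.05 and 5 passed adjusted over the list alone, while 0 passed over all genes tested in the full comparison. Without vehicle replicate 3, *Actn1* and *Nppa* passed over all genes tested (adjusted p = 0.0247 and 0.0389 by limma). Under the TPM scaling *Nppa*, *Ankrd1* and *Xirp2* did, with p-values that are not comparable with the others. All 5 genes were lower under each alternative for which the list was computed. Without FGF1 ΔHBS replicate 2 or without FGF1 ΔHBS replicate 3, 0 passed adjusted over the list alone, with 3 and 4 at an unadjusted p-value under 0.05. A median as large was reached by 1 of the 10 splits, the real one, and 7 splits had all 5 genes in 1 direction. A split by chance cannot be excluded with 10 splits. For *Nppa* the high value in vehicle replicate 2 adds to the fall.

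Of the genes whose proteins the paper measured, *Tgfb1* (log2 fold change -0.35), *Sirt1* (0.021), *Acaca* (0.34) and *Cpt1a* (-0.11) were analysed here. None passed an adjusted p-value of 0.05 by limma, with 1 at an unadjusted p-value under 0.05. Other genes named by the rule were *Gm11469*, *Aqp4*, *Rpl22l1*, *Serinc3* and *Vkorc1* (log2 fold changes 1.26, 1.11, 0.57, 0.38 and 0.62) and *Synpo* (-0.60), each with an adjusted p-value above 0.05 by limma. In total 495 of the 2041 genes tested (24.3%) had groups that did not overlap, against 10% by chance. The vehicle group varied more, with the larger SD in 64.5% of genes.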
